# Signaling pathway-based culture condition improves differentiation potential of canine induced pluripotent stem cells

**DOI:** 10.1016/j.stemcr.2025.102640

**Published:** 2025-09-18

**Authors:** Toshiya Nishimura, Kazuto Kimura, Kyomi J. Igarashi, Kohei Shishida, Hiroko Sugisaki, Masaya Tsukamoto, Aadhavan Balakumar, Chihiro Funamoto, Masumi Hirabayashi, Amir Kol, Shingo Hatoya

**Keywords:** canine, induced pluripotent stem cells, cardiomyocyte, reporter line, gene editing, primed pluripotent stem cells, animal

## Abstract

Naturally occurring diseases in companion dogs are increasingly being recognized as valuable translational disease models. While induced pluripotent stem cell (iPSC) technology had revolutionized the field of human bio-medical research, canine iPSC (ciPSC) technology is still in its infancy, and robust canine-specific iPSC medium formulations and differentiation protocols are lacking. Here, we have established NANOG-reporter ciPSC lines and found that fibroblast growth factor (FGF), activin/transforming growth factor (TGF)-β, and WNT signals were critical for the robust maintenance of ciPSCs. Manipulating these signaling pathways stabilized the culture of ciPSC regardless of the cell line or basal medium. ciPSCs cultured in the optimized medium showed a homogenized global gene expression pattern. Furthermore, the ciPSCs cultured in this medium successfully differentiated into cardiomyocytes displaying homogenous contraction as well as sarcomere alignment. This robust culture condition provides a valuable resource to facilitate the utilization of ciPSCs for various studies, including human disease modeling.

## Highlights

• FGF, activin/TGF-β, and WNT signals are critical for ciPSC maintenance in culture
• Activin + WNT inhibitor (AR) medium stabilizes ciPSCs and reduces heterogeneity
• AR medium enhances ciPSC developmental potency regardless of the cell line
• AR medium enables ciPSC differentiation into cardiomyocytes with functional traits

## Introduction

Pluripotent stem cells (PSCs) have unlimited proliferation capacity and the potential to differentiate into all cell types in the body. The PSCs can be categorized into two groups based on their origins: embryonic stem cells (ESCs) derived from embryos and induced PSCs (iPSCs) reprogrammed from somatic cells from which they inherit genetic signatures (Takahashi et al., 2007; Thomson et al., 1998). Therefore, iPSCs can be established from patient-derived somatic cells and used for not only developing new drugs but also individualized patient therapy (Rowe and Daley, 2019).

While all the PSCs possess pluripotency, those in different states (naive and primed) display distinct characteristics (Nichols and Smith, 2009). In mice, epiblast stem cells (EpiSCs), derived from the epiblast of mid-late gastrulation embryos, are defined as primed PSCs (Brons et al., 2007; Nichols and Smith, 2009; Tesar et al., 2007). They are cultured in media supplemented with basic fibroblast growth factor (bFGF) and activin. Primed PSCs in other species also exhibit similar characteristics to those of mouse EpiSCs. They can be distinguished from naive PSCs, which display characteristics of the earlier stage pre-implantation embryos and are therefore capable of forming chimeric animals (Iwatsuki et al., 2023; Kinoshita et al., 2021b; Kobayashi et al., 2021). The similarities among the EpiSC lines of the different species are reflected in their culture conditions, which require the same cytokines and small molecules, bFGF, activin/transforming growth factor (TGF)-β, and WNT inhibitor (Iwatsuki et al., 2023; Kinoshita et al., 2021b; Kobayashi et al., 2021). Canines are unique animals in that they are treated in veterinary clinics as patients but also used as experimental models in research studies. One of the most interesting features of canines is their intrabreed genetic homogeneity, resulting from the planned inbreeding performed to select certain visual and/or behavioral traits (Shearin and Ostrander, 2010). This remarkable genetic feature shared within breeds causes the very high occurrence of rare genetic diseases (e.g., the prevalence of dilated cardiomyopathy is 0.004% in human v.s. 58% in Doberman Pinscher), and thus it motivates researchers to use the canine as a model for studying common rare genetic diseases commonly found in both humans and canines (Hershberger et al., 2013; Hytonen and Lohi, 2016; Wess et al., 2017).

The advent of iPSCs led to the generation of several canine iPSC (ciPSCs) lines from various groups, including our own (Kimura et al., 2021; Nishimura et al., 2013; Tsukamoto et al., 2020, 2024; Yoshimatsu et al., 2021). Although current ciPSCs meet the validation criteria for pluripotency, their differentiation toward functional cells is yet to be achieved, delaying the application of ciPSCs in a variety of fields. This suggests that either the pluripotency of ciPSCs is insufficient to produce the functional cells or unknown factors are affecting their differentiation. Previous studies have shown heterogeneity of the different ciPSC lines cultured in the current medium, with reports of inconsistent pluripotency gene expression levels and differentiation potency *in vivo* (Kimura et al., 2021; Menon et al., 2021; Tsukamoto et al., 2024). Therefore, optimized culture conditions allowing maintenance of ciPSCs as a homogenous population may improve their differentiation potency.

Here, we have established NANOG-reporter ciPSC lines and used them to identify fibroblast growth factor (FGF), activin/TGF-β, and WNT signals as being critical for stabilizing the pluripotency of ciPSCs. Manipulating these signaling pathways increased the expression of NANOG in ciPSCs and suppressed the emergence of differentiated cells in ciPSC cultures after recovering them from frozen stocks. This conditioned medium presented robust differentiation potential of ciPSCs and stabilized ciPSCs regardless of the cell line or basal medium. Furthermore, these ciPSCs successfully differentiated into cardiomyocytes, displaying robust spontaneous rhythmic contraction and aligned sarcomere structure. We believe this robust medium condition would facilitate the utilization of ciPSCs in both clinical and basic research.

## Results

### Generation of NANOG-reporter ciPSC lines using CRISPR-Cas9 technology

We hypothesized that the pluripotent state of ciPSCs in the current medium was unstable, which resulted in variability in culture, gene expression, and differentiation (Figure 1A). This variability was well observed in the ciPSCs just recovered from the frozen stock, as some of these ciPSCs displayed fibroblast-like morphology in contrast to that of typical ciPSCs (Figure 1B). Quantitative RT-PCR of these ciPSCs revealed that the expression of *SOX1* and *T*, ectodermal and mesodermal markers in early embryo development, were approximately 3-fold higher in thawed ciPSCs compared to those maintained in culture. This suggested that ciPSCs tended to differentiate after thawing (Figure 1C). This spontaneous differentiation might be emphasized by the addition of Rock inhibitor into the medium to prevent ciPSCs from apoptosis, since the Rock inhibitor primes human iPSCs to differentiate toward the mesoendodermal lineage (Maldonado et al., 2016). We confirmed that the ciPSCs that were cultured long term with Rock inhibitor showed differentiation tendency through both morphology and gene expression levels (Figures S1A and S1B).

**Figure 1:**
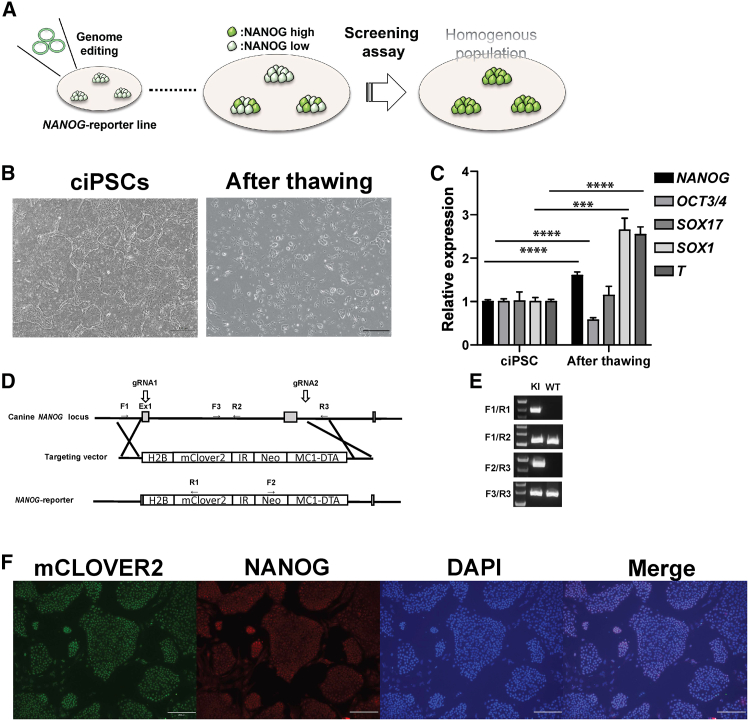
Establishment of the ciPSC NANOG-reporter line (A) Schematics showing NANOG-reporter strategy to define the culture condition for ciPSCs. (B) The representative image of ciPSCs, in culture (left) and after thawing (right). Scale bar, 500 μm. (C) Quantitative RT-PCR results of the representative genes in ciPSCs in culture (left) and after thawing (right) (mean ± SD of five replicates, independent experiments). ^∗∗∗^*p* ≦ 0.001, ^∗∗∗∗^*p* ≦ 0.0001. (D) Targeting strategy for knocking in the H2B-Mclover2 construct under the canine *NANOG* promoter locus. (E) Representative images of genotyping for the knocked-in construct in established reporter ciPSC lines. F1/R1: targeting between endogenous and knocked-in mClover2 sequence, F1/R2: left endogenous sequence, F2/R3: between knocked-in *Neo* resistant and endogenous sequence, and F3/R3: right endogenous sequence. (F) Representative immunofluorescence (IF) images of NANOG and mClOVER2 showing co-localized expression in ciPSCs. Scale bar, 200 μm.

*NANOG* is a key marker gene for PSCs and has a critical role in the late phase of reprogramming where partially reprogrammed cells de-differentiate (Silva et al., 2009; Yu et al., 2007). Additionally, the expression of *NANOG* in ciPSCs greatly varies among cell lines (Tsukamoto et al., 2024). Given these facts, we decided to generate NANOG-reporter cell lines for monitoring the pluripotent state of ciPSCs. CRISPR-Cas9 based knockin strategy was employed to generate NANOG-reporter ciPSC lines as shown in Figure 1D. The knockin of reporter sequences in the endogenous *NANOG* locus was validated by PCR product size and Sanger sequencing (Figure 1E). The intact expression of *NANOG* in reporter cell lines was validated by reverse-transcription PCR (RT-PCR) (Figure S1C). The immunofluorescence staining confirmed that almost all ciPSCs expressed NANOG, and the expression of knockedin fluorescent protein, mCLOVER2, co-localized with NANOG in the nucleus (Figure 1F). Three of the seven reporter cell lines we obtained showed the highest level of reporter fluorescence and were used for subsequent experiments (Table S1).

### Screening assay for ciPSCs using NANOG-reporter cell lines

We utilized NANOG-reporter cell lines to investigate which signal cascade is critical for stabilizing the pluripotent state of ciPSCs by supplementing six inhibitors (activin/TGF-β [SB421542], WNT [IWP-2, IWR1, and XAV939], FGF [PD173074], and retinoic acid [BMS] inhibitors) in the ciPSC medium. We subsequently measured NANOG expression levels by flow cytometry (FCM) and set a stringent threshold above which positive NANOG expression was observed. The population above the threshold was termed ciPSC_high_ (Figure 2A). The number of ciPSC_high_ cells significantly decreased when SB431542, XAV939 or BMS were supplemented in the medium, although the morphology did not differ significantly from the control (Figures 2B and 2C). Interestingly, all the cells immediately disappeared when PD173074 was supplemented in the medium (Figures 2B and 2C). This result was consistent with previous reports demonstrating the essential role of FGF signal in ciPSC cultures (Goncalves et al., 2017; Nishimura et al., 2013). The decrease in the ciPSC_high_ population was also observed in other two reporter lines when they were cultured with SB431542, IWP-2, XAV939, or BMS (Figure S2A). Indeed, immediate cell disappearance was observed in these two lines cultured in media containing PD173074 (Figure S2A). Among these inhibitors, activin/TGF-β and FGF inhibitors consistently decreased the number of ciPSC_high_ population. Therefore, we decided to explore if the activation of these signal cascades increases the number of cells in the ciPSC_high_ population. We have supplemented either activin or bFGF to activate the activin/TGF-β and FGF signal, respectively. The ciPSC_high_ population significantly increased in the medium supplemented with 4 ng/mL activin, though ciPSCs disappeared at the concentration above 4 ng/mL (Figure 2D). On the other hand, the number of cells in the ciPSC_high_ population did not increase when bFGF was supplemented in the control medium (Figure S2B). This is probably because the current ciPSC medium has already been supplemented with enough bFGF. The activation of the activin/TGF beta pathway in concert with WNT signaling directs human PSCs toward mesendodermal differentiation (Naujok et al., 2014). In addition, activin treatment at low cell density induces cell death in human iPSC differentiation to the endodermal lineage (Thompson and Takebe, 2020). We speculated that the WNT pathway in the ciPSCs was activated when cultured in the current ciPSCs medium, and, thus, additional high concentrations of activin would promote differentiation. As expected, ciPSCs were able to be maintained in media containing WNT inhibitors and high concentrations of activin (Figure 2E). In addition, the number of cells in the ciPSC_high_ population significantly increased when cultured in the medium containing WNT inhibitors (Figure 2E). Since the number of cells in the ciPSC_high_ population was greater in the medium containing IWR1 compared to IWP-2, we further investigated the optimal concentration of IWR1. We quantified the number of cells in the ciPSC_high_ population to find a strong positive correlation with the increasing concentration of IWR1 to 50 μM, where almost all cells were found dead (Figure S2C). Thus, we have determined that 10 μM of IWR1 leads to the most effective expression of NANOG in the ciPSCs. The inhibition of the WNT pathway with both IWR1 and IWP-2 did not increase the number of cells in the ciPSC_high_ population (Figure S2D). Altogether, we have revealed that, while the FGF pathway is indispensable for ciPSC cultures, the activin/TGF beta pathway has a critical role in increasing the number of cells in the ciPSC_high_ population. In addition, we found that addition of WNT inhibitors stabilized the culture and prevented differentiation.

**Figure 2:**
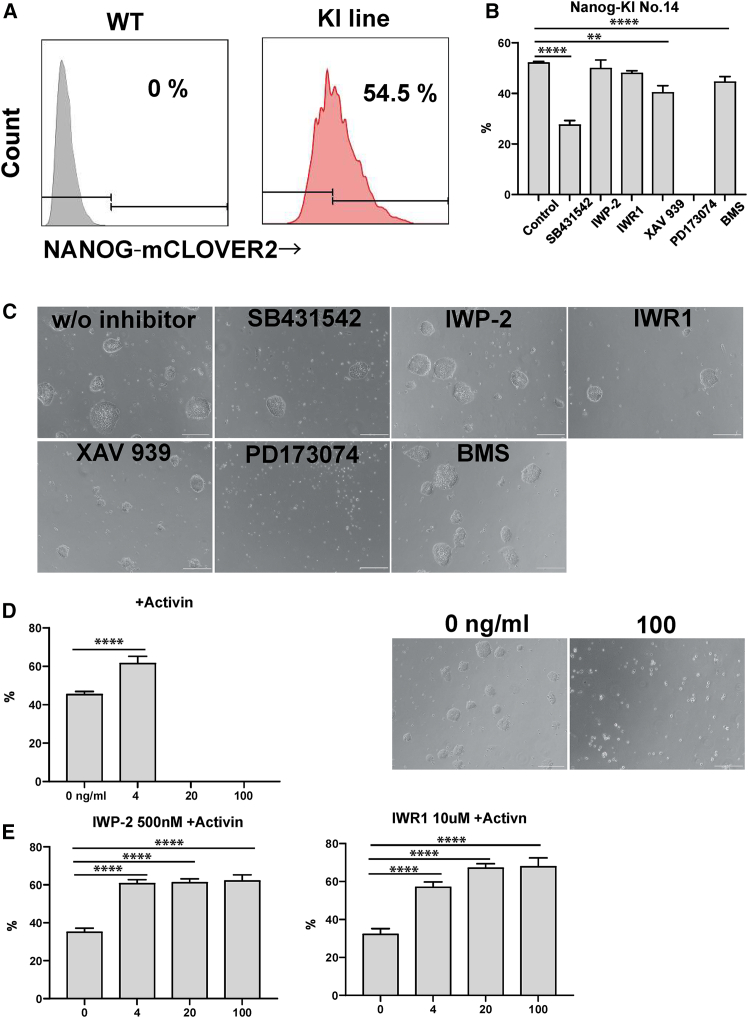
Inhibitor screening for optimizing the ciPSC culture condition (A) Representative FACS pattern of NANOG-mCLOVER2 expression in wild-type (left) and ciPSC reporter line (right) cultured in the control ciPSC medium. (B) The frequency of ciPSC_high_ cells in the NANOG-reporter ciPSC line (No.14) cultured with inhibitors (mean ± SD of three replicates, independent experiments). ^∗∗^*p* ≦ 0.01, ^∗∗∗∗^*p* ≦ 0.0001. (C) The representative images of ciPSCs cultured with inhibitors. Scale bar, 200 μm. (D) The frequency of ciPSC_high_ cells in the NANOG-reporter ciPSC line cultured with activin at different concentrations (mean ± SD of six replicates, independent experiments). The representative images of ciPSCs cultured with activin; scale bar, 500 μm. ^∗∗∗∗^*p* ≦ 0.0001. (E) The frequency of ciPSC_high_ cells in the NANOG-reporter ciPSC line cultured with 20 ng/mL activin + 500 nM IWP-2 or 10 μM IWR1 (mean ± SD of six replicates, independent experiments). ^∗∗∗∗^*p* ≦ 0.0001.

### Validating the effect of the AR medium on the pluripotency of ciPSCs

The ciPSC medium supplemented with activin and IWR1, hereafter called AR medium, significantly increased the number of cells in the ciPSC_high_ population compared to that in the control ciPSC medium (roughly 90% vs. 60%) (Figure 3A). Additionally, AR medium stably maintained ciPSCs and could be used to culture multiple ciPSC lines (Figure S3A). Results showed that the AR medium could be used to culture ciPSCs independent of the cell line or basal medium (Figure S3B). Although the AR medium maintained ciPSCs with high expression of NANOG, it was uncertain how this medium affected the pluripotency of ciPSCs. Hence, we investigated the cell morphology, differentiation potential, and karyotyped the ciPSCs cultured in AR medium. The ciPSCs cultured in AR presented slightly domed and uniform morphology in contrast to the typical ciPSCs, which were flattened with heterogeneous morphology (Figure 3B). When these cells were cultured in the optimized condition previously reported for the differentiation of rabbit PSCs, they immediately differentiated into different cell types *in vitro*, including SOX1-positive ectoderm, FOXA2-positive endoderm, and T-positive mesoderm cells (Figure 3C) (Kobayashi et al., 2021). The transplantation of these ciPSCs into immune deficient mice generated teratomas composed of the cells derived from all three germ layers (Figure 3D). This was confirmed for all three ciPSC lines, including OPUiD06-UG, which could not generate teratomas when cultured in the non-AR control medium. All transplanted mice formed teratomas containing all three germ layers (Figure S3C). The ciPSCs were routinely passaged as single cells and maintained normal karyotypes after more than 10 passages (Figure 3E). Spontaneous differentiation of ciPSCs is a common issue encountered when recovering ciPSC from frozen stock. Culturing thawed ciPSCs in AR medium decreased the emergence of the fibroblast-like differentiated cells. This observation was confirmed by qPCR, where the expression of differentiation markers, SOX17 and T, dramatically decreased in the cells recovered in AR medium compared to those in the control ciPSC medium (Figure S3D). Collectively, ciPSCs cultured in the AR medium were pluripotent and displayed a homogenous population compared to the cells cultured in control ciPSC medium. In addition, the AR medium did not induce chromosomal abnormality in the ciPSCs and improved the differentiation potency of ciPSCs *in vivo*. These results motivated us to suggest the AR medium as a more appropriate medium for ciPSC cultures than the control medium currently used.

**Figure 3:**
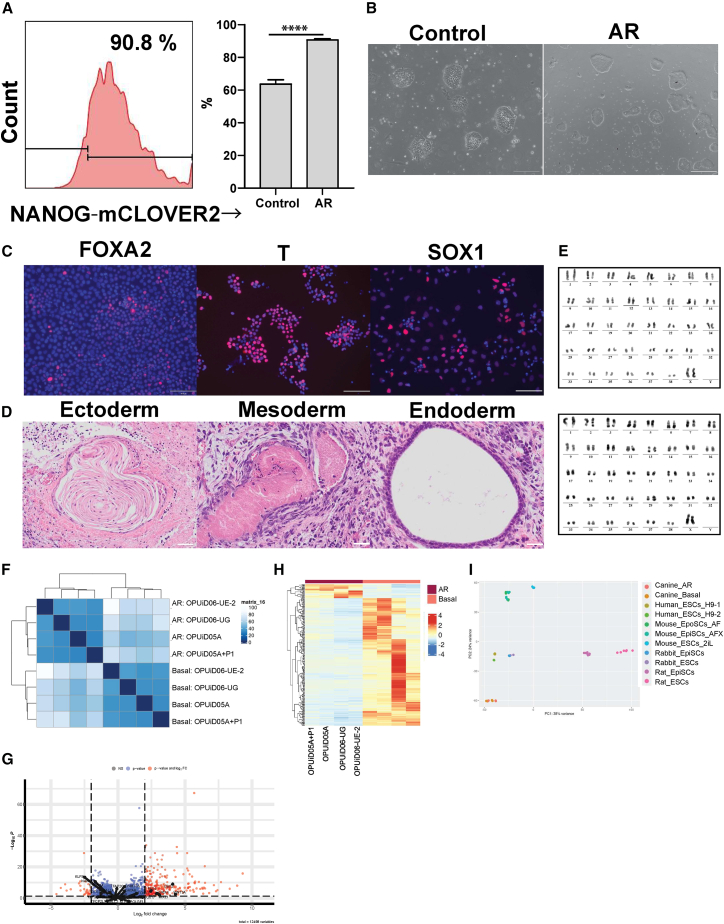
Validating the effect of AR medium on the pluripotent state of ciPSCs (A) Representative FACS pattern of NANOG-mCLOVER2 expression in ciPSC reporter line (no. 14) cultured with AR medium (right). The frequency of ciPSC_high_ cells in the NANOG-reporter ciPSC line cultured in control ciPSC or AR medium (left, mean ± SD of six replicates, independent experiments). ^∗∗∗∗^P ≦ 0.0001. (B) The representative images of ciPSCs in control ciPSC or AR medium. Scale bar, 200 μm. (C) Representative immunofluorescence (IF) images of FOXA2, T, and SOX1 in the cell differentiated from ciPSCs cultured with AR medium. Scale bar, 100 μm. (D) Representative images of hematoxylin eosin staining on the teratomas derived from ciPSCs cultured in AR medium. Scale bar, 500 μm. (E) Karyotyping analysis of ciPSCs cultured in AR medium. OPUiD05A (upper) and OPUiD06-UE-2 (lower). (F) Hierarchical clustering analysis for ciPSC lines cultured in either control ciPSC or AR medium. (G) Volcano plot showing differentially expressed genes between ciPSC lines cultured in control or AR medium. Pluripotent and lineage-associated genes are labeled. padj < 0.05; log2(fold change) > |2|. (H) Differential gene expression analysis for ciPSCs lines cultured in either control ciPSC or AR medium. (I) PCA analysis using the dataset of different species.

### Gene expression profile of ciPSCs cultured in AR medium

Next, we examined the transcriptomes of multiple ciPSC lines cultured in either the AR or the control ciPSC medium. 

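The RNA sequencing compared ciPSCs kept in StemFit, the control ciPSC medium, with ciPSCs kept in AR medium, which is StemFit with activin A, a ligand of the activin/TGF-β pathway, and IWR1, an inhibitor of the WNT pathway. The paper gives 20 ng/mL activin A and 5 to 10 μM IWR1 for its cultures, and the sample labels give 20 ng/mL and 10 μM. There were 8 libraries, 4 in each medium. They came from 3 cell lines: OPUiD05A, derived from blood cells, at passages 21 and 22, and OPUiD06-UE-2 and OPUiD06-UG, both derived from urine cells, at passage 13. Each line and passage was sequenced in both media, so the libraries form 4 pairs. The 2 passages of OPUiD05A are not separate lines, and p-values over all libraries treat them as if they were. The authors made stranded mRNA libraries, sequenced single reads, aligned them to the ROS_Cfam_1.0 dog genome with STAR and counted them per Ensembl gene with featureCounts; the strand setting of the counting is not given in the sources used here. The values used here are those raw counts, deposited without normalization. Total counts were 16765428 and 16318107 for the 2 passages of OPUiD05A, 9677088 for OPUiD06-UE-2 and 8877430 for OPUiD06-UG in control medium, and 17038211, 14468792, 10287377 and 7619378 in the same order in AR medium. OPUiD05A was thus sequenced more deeply than the urine-derived lines in both media. Of 31121 genes, 13233 had enough counts to be tested (edgeR's filterByExpr), and these held at least 99.8% of the counts of every library. Media were compared with edgeR's quasi-likelihood test after TMM scaling, with Benjamini-Hochberg adjustment over the tested genes, and distances and principal components were taken on regularized-log values. The files do not pair the Ensembl gene identifiers with gene names, so the genes the paper names are not reported here.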

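Across the 8 libraries, expression differed most between OPUiD05A and the urine-derived lines and next between the media. On the 500 most variable genes, the leading principal component held 88.4% of the variance and parted the 4 OPUiD05A libraries from the 4 libraries of OPUiD06-UE-2 and OPUiD06-UG. The second component held 9.27% and parted the media: the AR libraries lay at 6.19 or above and the control libraries at -6.67 or below. Over all tested genes, the distance from a culture in control medium to the same line and passage in AR medium was 49.0 on average, from 34.8 to 65.5. This was larger than the distance between the 2 passages of OPUiD05A, which was 25.6 in control medium and 22.1 in AR medium, and smaller than the distance from OPUiD05A to a urine-derived line, which averaged 108 in control medium and 110 in AR medium. In complete-linkage clustering the first branch accordingly separated OPUiD05A from the urine-derived lines, not the media. Source cell, line, donor, vector, passage and preparation cannot be told apart in that split. The mean distance between libraries of different media, 83.0, differed little from that within a medium, 83.1. These means do not isolate the medium, since pairs of OPUiD05A and a urine-derived line make up more of the within-medium pairs. Among libraries of the same source cell, distances were 34.8 to 68.8 between media and 22.1 to 44.2 within a medium. From OPUiD05A to a urine-derived line they were 108 to 122 between media and 104 to 112 within a medium. The distance between OPUiD06-UE-2 and OPUiD06-UG was 44.2 in control medium and 33.5 in AR medium, each from a single pair of libraries with no replicate check. With OPUiD05A left out, an alternative chosen after seeing the data, the leading component parted the media and held 83.8% of the variance.

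**Figure D1:**
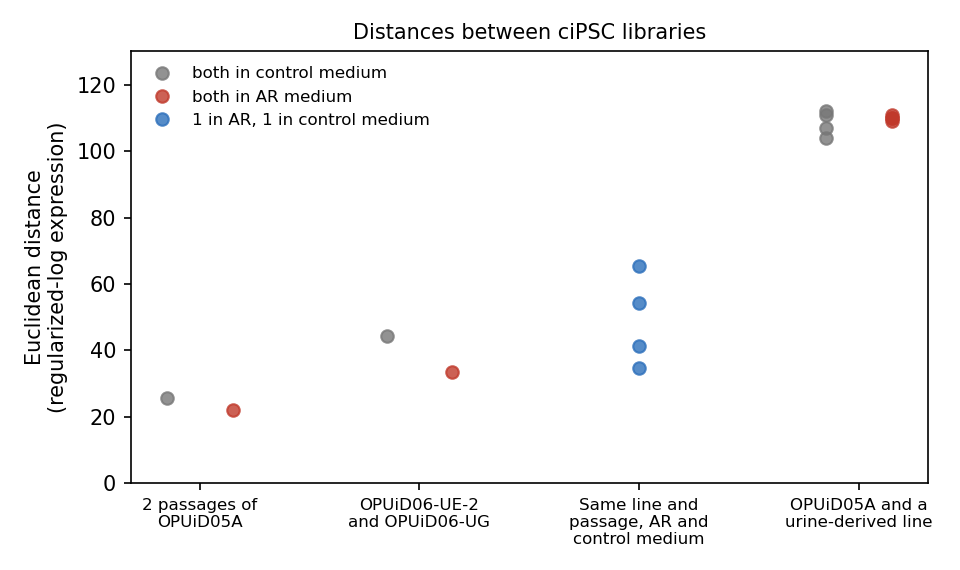
Euclidean distances between pairs of ciPSC libraries on regularized-log expression over all tested genes; each point is a pair of libraries, colored by the medium of its 2 cultures. The media of the same line and passage lie 34.8 to 65.5 apart, and OPUiD05A lies 104 to 112 from the urine-derived lines in control medium.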

Hierarchical clustering and principal-component analysis (PCA) showed a clear separation between the ciPSCs cultured in AR and control medium (Figures 3F and S3E), with differential gene expression (DGE) analysis revealing a more homogeneous gene expression pattern of ciPSC lines cultured in AR medium (Figure 3H). The ciPSCs cultured in AR medium showed downregulation of lineage-specific genes (*WNT3A*, *MIXL1*, *PAX6*, *GATA4*, and *GATA6*) but no significant difference in the expression of pluripotency genes. This suggested that the AR medium likely suppressed the differentiation of ciPSCs rather than enhancing their pluripotency (Figure 3G). These gene expression patterns were consistent between cell lines (Figure S3F). Although almost all naive marker genes were expressed at similar levels among the samples, the expression of *GBX2* in ciPSCs was significantly downregulated in the AR medium, implying the species-specific molecular role of *GBX2* in ciPSCs (Figure 3G). 

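The number of genes that passed the test between the media depended on whether each culture was compared with its own line and passage. The comparison fixed before the data were examined did not pair the libraries, and edgeR's quasi-likelihood test then called 0 genes higher and 3 lower at an adjusted p under 0.05, all 3 over 4-fold; at an unadjusted p under 0.05 it had 400 higher and 810 lower, and DESeq2 without pairs called 161 higher and 375 lower. With the 4 pairs as a replicate block in the edgeR test, 666 genes rose and 981 fell. Since 2 of the pairs are passages of OPUiD05A, the block was also run with these summed to 1 pair per line, which left 180 higher and 348 lower; DESeq2 with the 4 pairs called 1254 higher and 1295 lower, a nearly even balance. Both were chosen after seeing the data. The median log2 fold change was 0.63 for the genes that rose and -1.21 for those that fell, and 34 of the former and 276 of the latter changed over 4-fold. Of the 1647 genes, 1645 moved in the same direction in all 4 pairs; the test favors such genes, and over all tested genes, 52.9% moved in the same direction in all 3 lines with the passages averaged, where 25.0% would be by chance if lines and genes had no shared effect. The genes that rose had a median log2 change of 0.53 and 0.54 in OPUiD05A at passages 21 and 22, 0.79 in OPUiD06-UE-2 and 0.66 in OPUiD06-UG, and the genes that fell had -0.80, -1.10, -1.56 and -1.27 in the same order.
ENSCAFG00845016929 had 149 to 291 counts in each control library and 0 or 1 in each AR library, or 18.0 ± 3.69 CPM (SD, n = 4) in control medium. Its pooled counts were 907 and 1, a ratio of 859 after scaling for library size with an exact 95% counting interval from 154 to 33980. ENSCAFG00845015085 fell from 70.4 ± 24.5 CPM (SD, n = 4) to 1.05 ± 0.51 (SD, n = 4), a log2 fold change of -6.06 (standard error 0.49, adjusted p = 0.0118 from edgeR without the block). In the paired test, ENSCAFG00845000618 rose from 0.634 ± 0.853 CPM (SD, n = 4) to 23.3 ± 23.2 (SD, n = 4), with a log2 fold change of 4.99 (standard error 0.65, adjusted p = 0.00524 from edgeR), and ENSCAFG00845000538 rose from 0.413 ± 0.502 CPM (SD, n = 4) to 7.93 ± 3.78 (SD, n = 4), with a log2 fold change of 4.10 (standard error 0.79, adjusted p = 0.0181 from edgeR). Neither passed the unpaired edgeR test (adjusted p = 0.25 and 0.229), and the call of ENSCAFG00845000538 was lost in the paired edgeR test with passages summed (adjusted p = 0.0595) and without OPUiD05A passage 22 (adjusted p = 0.0674). These genes were picked for the size of their change after their values were seen. The unpaired count of 3 dropped to 0 without the AR library of OPUiD05A passage 22, OPUiD06-UE-2 or OPUiD06-UG or the control library of OPUiD06-UG, and became 5 without the AR library of OPUiD05A passage 21; it was also 0 with passages summed, where ENSCAFG00845015085 had an adjusted p of 0.119 from edgeR, and without any 1 of the 4 pairs, where that gene had an adjusted p from 0.0938 to 0.266 from edgeR. The paired counts were 367, 145, 409 and 255 higher and 724, 217, 744 and 496 lower without OPUiD05A passage 21, OPUiD05A passage 22, OPUiD06-UE-2 and OPUiD06-UG in turn. The paired total of 310 genes over 4-fold became 119 without OPUiD05A passage 22, 193 with passages summed and 76 among genes with at least 10 counts in every library.

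**Figure D2:**
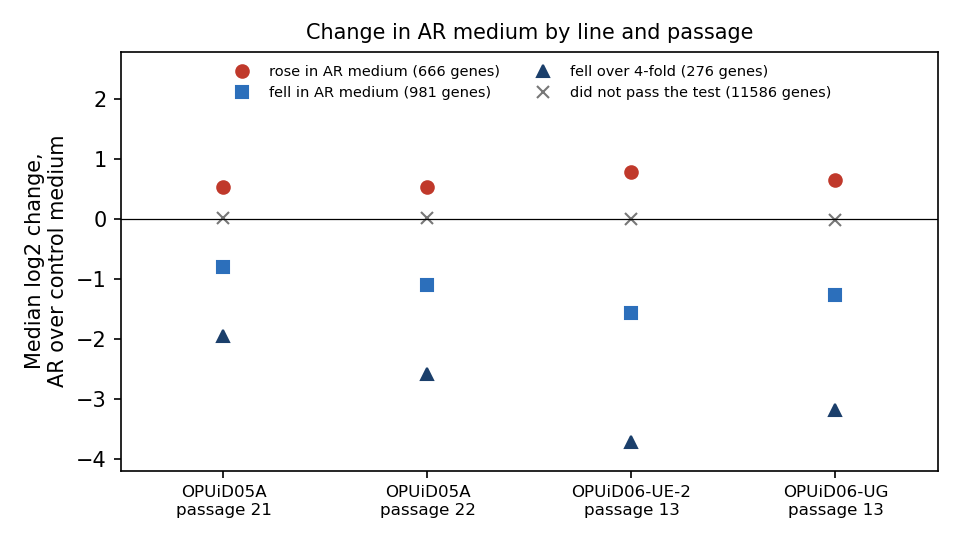
Median log2 change between AR and control medium for each line and passage, over genes grouped by the paired edgeR test on the same libraries. The genes that fell over 4-fold have medians of -1.96, -2.58, -3.73 and -3.19 from left to right, and the genes that did not pass the test lie near 0.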

Altogether, these results suggested that the AR medium altered the gene expression pattern of ciPSCs. Additionally, lineage marker genes were downregulated in the ciPSCs cultured in the AR medium and homogenized the global gene expression between cell lines. 

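The urine-derived lines had smaller differences from each other in AR medium than in control medium, and the distance over all 3 lines changed less, in a design too small to test it. With the 2 passages of OPUiD05A averaged, the mean distance between lines was 83.9 in AR medium and 86.5 in control medium, a ratio of 0.971 (two-sided exact permutation test, p = 0.75; with 3 lines the smallest p it allows is 0.25, so it could not have passed a threshold of 0.05). The ratio turned to 1.01 on log2 CPM and to 1.05 without OPUiD06-UE-2. In gene sets chosen after seeing the data, it was 0.793 over the genes that fell in the paired test (exact permutation p = 0.25) and 0.997 over those that rose (exact permutation p = 1). On log2 CPM, the median SD across the libraries of a medium was 0.625 in control and 0.626 in AR medium for the genes that fell. For those that rose it was 0.488 and 0.455. The distance ratio and this SD differ in measure as well as in scale, and the SD counts the 2 passages of OPUiD05A separately. Why they part for the genes that fell was therefore not settled, and these genes are lower in AR medium by selection. Gene by gene, the median difference between OPUiD06-UE-2 and OPUiD06-UG was 0.319 on the log2 scale in control medium and 0.249 in AR medium. It was 0.258 and 0.157 for the 666 genes that rose in the paired test, and 0.455 and 0.341 for the 981 that fell. Between OPUiD05A and the mean of the urine-derived lines, the median difference was 0.785 in control medium and 0.811 in AR medium over all tested genes, 0.707 and 0.678 for the genes that rose, and 0.848 and 0.812 for those that fell. Between the 2 passages of OPUiD05A it was 0.202 and 0.181 over all tested genes, 0.220 and 0.198 for the genes that rose, and 0.236 and 0.327 for those that fell. Each of these values rests on 1 culture or 2 passages per line, so the differences between media have no replicate check. From the heat map of its differential expression analysis (Fig. 3H), the paper proposes that AR medium made expression more alike between cell lines.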

We further performed a cross-species comparison of these transcriptomic data with published human ESC lines (Chu et al., 2016; Luo et al., 2020), mouse EpiSCs and ESCs (Kinoshita et al., 2021a), rabbit EpiSCs and ESCs (Kobayashi et al., 2021), and rat EpiSCs and ESCs (Iwatsuki et al., 2023). Correlation matrix analysis and PCA exhibited a close correlation of human ESC and ciPSC lines, while ciPSCs were less correlated with other species PSCs (Figures 3I and S3G).

### ciPSCs cultured in AR medium produce cardiomyocyte cells coupled with functional structure

Although previous studies have characterized various ciPSC lines, their directed differentiation *in vitro* into specific cell types has remained elusive. This lack of understanding of differentiation potential has delayed the utilization of ciPSCs in a variety of fields. We have shown that the AR medium improves the differentiation potency of ciPSCs *in vitro* through teratoma formation. We next wanted to investigate whether the AR medium further enables ciPSCs to give rise to functional derivatives. Given that the canine is one of the most frequently used cardiovascular models for human medicine (Camacho et al., 2016), we attempted to differentiate ciPSCs to cardiomyocytes and investigate their characteristics.

Canine iPSCs cultured in either control ciPSC or AR medium were differentiated to cardiomyocytes based on the previously established human protocols with the modification of differentiation timeline and the concentration of cytokines (Burridge et al., 2014; Lian et al., 2012) (Figure 4A). Both groups underwent significant morphological changes during differentiation (Figures 4B and S4A). Notably, ciPSCs in AR medium formed a more homogeneous population compared to those in the control medium, mirroring the effect of AR medium on ciPSCs homogeneity (Figure 4B). At around day 7 after differentiation, the cardiomyocytes derived from ciPSCs in AR medium (ciPSC-CM_AR_) began synchronized beating, a hallmark of functional cardiomyocytes (Video S1), whereas the control medium-derived cells did not. Quantitative RT -PCR of the differentiated cells on day 7 confirmed that key cardiomyocyte-associated genes, including *NKX2-5*, *TNNT2*, *ACTN2*, *MYH6*, *MYH7*, *RYR2*, and *CACNA1C*, were significantly upregulated in the ciPSC-CM_AR_ compared to the differentiated cells in the control group (Figure 4C). Conversely, mesodermal and cardiac progenitor genes, including PDGFRA and ISL1, were downregulated in those cells compared to the differentiated cells derived from control ciPSCs, whereas the expression levels of MESP1 and KDR showed no significant differences between the two groups. These results suggested that the ciPSC-CM_AR_ were in a developmentally more mature state than the control cells, which had only slightly differentiated into the cardiac lineage (Figure S4B). Of note, FCM analysis of day 7 differentiated cells showed that cardiac troponin T (cTnT), a crucial protein involved in calcium-mediated actin-myosin interactions (Sharma et al., 2004), was expressed in more than 30% of ciPSC-CM_AR_ (Figure 4D). On day 10, the frequency of cTnT-positive cells was greater than half of the differentiated cells (Figure 4E). The sarcomere is the highly ordered multiprotein complex responsible for the generation of active and passive forces of the heart (Crocini and Gotthardt, 2021). Immunostaining revealed that aligned sarcomere structures were formed in the ciPS-CM_AR_ on day 12, confirmed by the robust expression of NKX2-5, cTnT, and α-Actinin (Figure 4F). In contrast, the cells from the control group lacked these cardiomyocyte markers and failed to form sarcomeres (Figure S4C). Taken together, ciPSCs cultured in AR medium successfully differentiated into the cardiomyocytes, displaying synchronized contractions as well as sarcomere alignment. In contrast, the ciPSCs in the control medium failed to produce those derivatives, underscoring the critical role of AR medium in cardiomyocyte differentiation.

**Figure 4:**
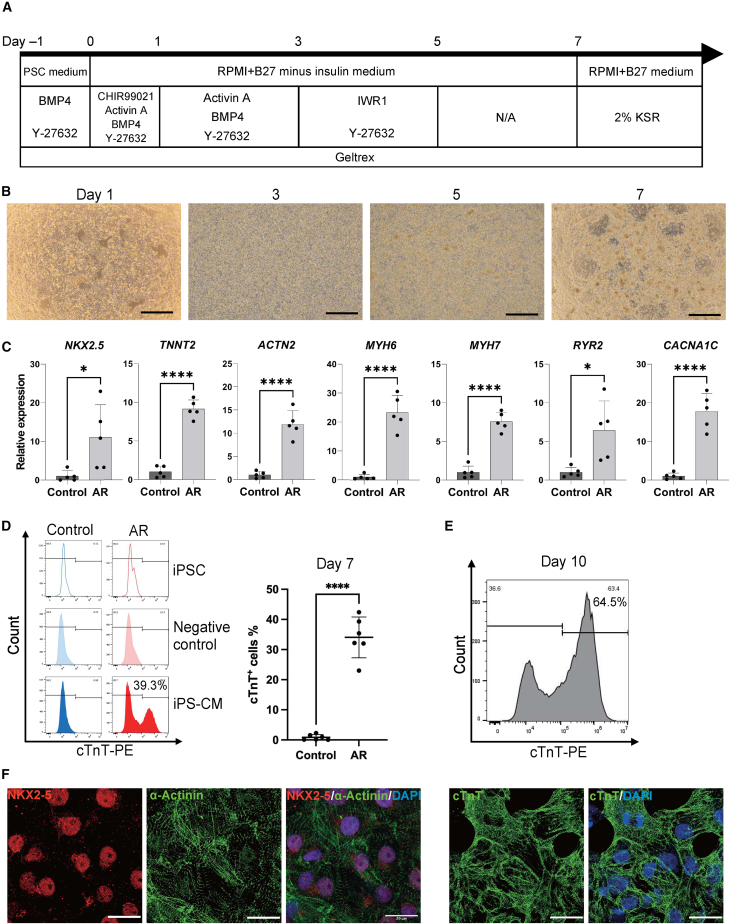
Cardiac differentiation from ciPSCs in AR and control medium (A) The scheme of cardiac differentiation protocol using ciPSCs. (B) The representative images of the differentiated cells from ciPSCs in AR medium at each time point. Scale bar, 500 μm. (C) Quantitative RT-PCR results of the representative gene expressions in differentiated cells on day 7 derived from ciPSCs cultured in control and AR medium (mean ± SD of five replicates, independent experiments). ^∗^*p* ≦ 0.05, ^∗∗∗∗^*p* ≦ 0.0001. (D) Representative histograms of cTnT expression in iPSCs and differentiated cells (iPS-CM) on day 7 derived from ciPSCs cultured in the control and AR medium (left). Negative control: unstained differentiated cells. The frequency of cTnT-positive cells (right, mean ± SD of six replicates, independent experiments). ^∗∗∗∗^*p* ≦ 0.0001. (E) Representative histogram image of cTnT expression in differentiated cells on day 10 from ciPSCs cultured in AR medium. (F) Representative IF images of NKX2-5, α-Actinin, and cTnT in the differentiated cells on day 12 derived from ciPSCs cultured in AR medium. Scale bar, 20 μm.

Video S1. The synchronized contraction of ciPSC-CMAR at differentiation day 10

## Discussion

In this study, we identified an optimal universal culture medium (AR) that could maintain ciPSCs in the undifferentiated state regardless of the cell line or basal medium used. The ciPSC lines cultured in AR medium exhibited distinct and homogenous gene expression patterns compared to the ciPSCs in the control ciPSC medium. They also displayed improved differentiation potency *in vivo* (teratoma formation) and *in vitro* (the induction of cardiomyocytes). The canine is an attractive and unique animal model sharing several features with humans, including often a shared living environment and lifestyle (Hoffman et al., 2018). Thus, defined culture conditions allowing ciPSCs to differentiate into functional cells can be valuable for developing canine disease models with potential wider applications to translational medicine.

CRISPR-Cas9 technology has been widely used for generating knockin PSC lines derived from different animal species, though it has been unclear if the same technology can be applied to ciPSCs (Iwatsuki et al., 2023; Kobayashi et al., 2021; Shishido et al., 2018). In this study, we generated NANOG-reporter ciPSC lines with CRISPR-Cas9 technology and utilized it to validate the critical signal pathways involved in ciPSC maintenance in culture. We confirmed that the designed plasmid construct was successfully introduced into the targeted locus of the canine *NANOG* gene and properly expressed the fluorescent proteins. The reporter strategy is often employed to trace and understand the trajectory of developing cells showing dynamic lineage specification. Therefore, the NANOG reporter system along with the robust *in vitro* culture provides a powerful tool to elucidate canine development.

The ciPSCs present controversial characteristics (e.g., the expression of SSEA4) that are not consistent with the cell lines or reports of other species. Hence, the state of ciPSCs remains under discussion (Kimura et al., 2021; Menon et al., 2021; Tsukamoto et al., 2024). We revealed that ciPSCs stabilized their pluripotency in media containing activin, WNT inhibitor, and bFGF, the components that are generally used for culturing EpiSCs of other species (Kinoshita et al., 2021b). In addition, the global gene expression pattern of ciPSCs in AR medium was more similar to that of EpiSCs (mouse, rat, and rabbit) than ESCs. Given these facts, ciPSCs cultured in AR medium would be categorized as the EpiSCs state, also known as primed state.

We also found that ciPSCs easily differentiated into fibroblast-like mesodermal cells after freezing and thawing. The AR medium suppressed the emergence of these unfavorable cells and decreased the expression of lineage-specific markers. These results suggested that some of the ciPSCs cultured in the previous medium were “ready to differentiate,” eventually forming a heterogeneous population that impaired the pluripotency of the ciPSCs. We confirmed this hypothesis by using a ciPSC line that cannot form a teratoma despite being able to be maintained and express pluripotency markers in culture. We showed that teratomas could be formed from this cell line when cultured in the AR medium. Additionally, ciPSCs in the AR medium could differentiate into cardiomyocytes that displayed synchronized contraction, one of the crucial functions of the heart. This could not be observed in the derivatives of ciPSCs cultured in the control ciPSC medium. Consequently, we concluded that the AR medium improved the developmental potential of ciPSCs, allowing them to give rise to functional derivatives.

In this study, we utilized five different ciPSC lines derived from either the peripheral blood or urine-derived cells of the five different donors. In addition, the AR medium has been used across three different laboratories in two countries, yielding reproducible results. These findings suggest that the AR medium can support ciPSC culture regardless of the original cell source or lab environment, though further validation will be necessary. It is important to note that these ciPSC lines were adapted to the AR medium at early passages (passage 8–11). In future studies, it will be informative to examine whether ciPSCs with different characteristics (e.g., late passage, developed from patient samples, etc.), can be adapted to and maintained in the AR medium. During the course of this study, we occasionally observed slowed cell proliferation. This was largely resolved by reducing the concentration of IWR1. Optimizing the concentration of WNT inhibitor will be a key step in adapting ciPSCs to the AR medium.

Overall, our study proposed a stable ciPSC culture system with potential applications to both canine and human disease treatment models.

## Methods

### Animals

Four- to 6-week-old non-obese diabetic (NOD)/severe combined immunodeficiency (SCID) male mice were purchased from Charles River Laboratories Japan, Inc. (Kanagawa, Japan), and used in this study. All experiments were performed in accordance with the animal care and use committee guidelines of Osaka Metropolitan University.

### Maintenance of ciPSCs

Four female ciPSC lines (OPUiD05A, OPUiD04B, OPUiD06-UE-2, and OPUiD01-UB-1) were derived in previous literatures (Kimura et al., 2021; Tsukamoto et al., 2024). One female ciPSC line (OPUiD06-UG) was established in-house according to the previous report (Tsukamoto et al., 2024). Information for each cell line can be found in Table S1. Canine iPSCs were maintained on iMatrix-511 silk (Nippi, Tokyo, Japan) in StemFit AK02N (Ajinomoto, Tokyo, Japan) or StemFit supplemented with 5–10 μM IWR1 (Nacalai Tesque, Kyoto, Japan) and 20 ng/mL activin A (R&D Systems, Minnneapolis, MN). Canine iPSCs were also maintained on Vitronectin (Thermo Fisher Scientific, Waltman, MA) in StemFlex (Thermo Fisher Scientific) or StemFlex supplemented with 10 μM IWR1 and 20 ng/mL activin A. For passaging, confluent ciPSCs colonies were dissociated with TrypLE Express (Thermo Fisher Scientific) or 0.5 mM EDTA/D-PBS and reseeded onto the plate containing ciPSC medium with 10 μM Y-27632 (Fujifilm, Osaka, Japan), pre-coated with extracellular matrix. The cells were routinely passaged every 4 days.

### Vector construction and gene introduction

To construct knockin vectors targeting the *NANOG* locus, 5′ and 3′ homology arms amplified from genomic DNA of ciPSCs, dClover2-C1 (addgene: 54577), H2B-IRES-Neo amplified from pH2B_mCherry_IRES_*neo*3 (addgene: 21044), and MC1-promoter-driven diphtheria toxin A (DTA) cassette amplified from pDEST-R4R3-MC1DTA (addgene: 139521) were assembled with NEBuilder HiFi DNA assembly master mix (New England Biolabs, Ipswich, MA). For efficient gene editing, the clustered regularly interspaced short palindromic repeats (CRISPR)-associated protein 9 (CRISPR-Cas9) and single guide RNAs (sgRNAs) were co-transfected with knockin vectors. The sgRNAs targeting the sequence of *NANOG* (sgRNA1: 5′-gctcctccccaatgcccgcc-3′, sgRNA2: 5′-ggtcgtggtgcccaggtcct-3′) and Alt-R S.p. HiFi Cas9 Nuclease V3 (IDT, Coralville, IA) were used for gene editing.

Reverse transfection was performed using Lipofectamine 3000 (Thermo Fisher Scientific) according to the manufacturer’s instructions. Briefly, 100 μL of Opti-MEM (Thermo Fisher Scientific) containing 50 ng/μL Cas9 protein, 50 ng/μL sgRNAs, lipofectamine complex, and knockin vector were incubated for 15 min at room temperature. After incubation, the mixed solution was added into 60%–80% confluent ciPSCs cultured in a 12-well plate. Forty-eight hours later, 200 μg/mL G418 (Sigma-Aldrich, Burlington, MA) was added to the culture medium for selection. After the selection, G418-resistant ciPSCs colonies were cloned and validated for having correct insertion of knockin construct by PCR using primers in Table S3.

### *In vitro* differentiation of ciPSCs into three germ layers

The differentiation protocol used here was designed based on the previous reports (Kobayashi et al., 2017, 2021). All the differentiation were performed using basal medium, aFB27 medium, which is composed of L (Thermo Fisher Scientific) supplemented with 1% B27 supplement (Thermo Fisher Scientific), 0.1 mM NEAA, 100 U/mL penicillin-0.1 mg/mL streptomycin, 0.1% polyvinyl alcohol, and 2 mM L-glutamine. For mesendoderm induction, dissociated ciPSCs were seeded on a vitronectin-coated dish at 200,000 cells per well in 12-well plates and cultured in a mesendoderm induction medium for 24–48 h. The mesendoderm induction medium contained an aFB27 medium supplemented with 100 ng/mL activin A, 3 μM CHIR99021 (R&D Systems), and 10 μM Y-27632. For definitive endoderm induction, mesendoderm induction medium was replaced with definitive endoderm induction medium after washing with PBS once, and cells were cultured for 3 more days. Definitive endoderm induction medium was composed of modified aFB27 medium supplemented with 100 ng/mL activin A and 0.5 μM BMPi (LDN193189: Selleck, Houston, TX). For neuroectoderm (NE) induction, dissociated ciPSCs were seeded on a vitronectin-coated dish at 200,000 cells/well in 12-well plates and cultured in NE induction medium for 72 h. NE induction medium was composed of modified aFB27 medium supplemental with 10 μM TGF-βi (SB43152, Nacalai Tasque), 0.5 μM BMPi, and 10 μM Y-27632.

### Teratoma formation

Teratoma formation from ciPSCs was conducted as described previously (Tsukamoto et al., 2024). Briefly, approximately 1 × 10e6 ciPSCs were transplanted into either the subcutaneous tissue or testes of male NOD/SCID mice. Two to 3 months later, the teratomas were dissected and analyzed by hematoxylin and eosin staining.

### Small-molecule screening using NANOG-reporter ciPSC lines

NANOG-reporter ciPSC lines (no.10, 14, and 15) were used for screening small molecules in the ciPSC culture. The reporter lines were passaged at 5,000 cells per well in 24-well plates and cultured in StemFit supplemented with 10 μM TGF-β inhibitor (SB431542), WNT inhibitors (100 nM IWP-2, 10 nM IWR1, and 10 μM XAV939, all from Nacalai Tesque), FGF receptor inhibitor (PD173074: Selleck), and retinoic acid receptor) inhibitor (BMS: MedChemExpress, Monmouth Junction, NJ) for 4 days. After 4 days of culture, ciPSCs in each condition were analyzed by microscope and FCM targeting the frequency of mClover2 positive cells.

### Differentiation of ciPSCs into cardiomyocyte cells

Canine iPSCs cultured in either control ciPSC or AR medium were passaged onto Geltrex (Thermo Fisher Scientific) and cultured in StemFlex or AR medium with 10 μM Y-27632 and 20 ng/mL BMP4 (R&D Systems). After 24 h, ciPSCs were further cultured in the differentiation medium supplemented with 6 μM CHIR99021, 20 ng/mL activin A, 20 ng/mL BMP4, and 10 μM Y-27632 (day 0). After 24 h culture, CHIR99021 was removed (day 1). On day 3, the differentiated cells were cultured in the RPMI+B27 minus insulin medium supplemented with 5 μM IWR1 and 10 μM Y-27632 for 48 h and subsequently cultured in the medium without any supplement for additional 48 h (day 5–7). On day 7, the medium was changed to the RPMI+B27 medium supplemented with 2% knockout serum replacement (Thermo Fisher Scientific). The differentiated cells were further cultured until analysis. The RPMI+B27 minus insulin medium was composed of RPMI1640, 1 × B27 minus insulin (Thermo Fisher Scientific), 0.1 mM NEAA, 100 U/mL penicillin-0.1 mg/mL streptomycin, sodium pyruvate, and 100 μg/mL L-ascorbic acid. In the composition of the RPMI+B27 medium, the 1× B27 minus insulin supplement was replaced with the 1× B27 supplement (Thermo Fisher Scientific), compared to the RPMI+B27 minus insulin medium.

### Flow cytometry analysis

Canine iPSCs were analyzed by the SH800 cell sorter (SONY, Tokyo, Japan) or BD Canto II (BD Biosciences, Franklin Lakes, NJ). cTnT staining was conducted as described previously (Waas et al., 2019). In brief, the collected cells were fixed with 2% formaldehyde (w/v) in D-PBS for 20 min and permeabilized with 0.5% saponin (w/v)/0.5% BSA (w/v)/D-PBS for 15 min at room temperature. The samples were incubated with PE-conjugated mouse anti-cTnT antibody (BD Biosciences; clone 13–11) for 45 min at room temperature. Data were acquired on NovoCyte Flow Cytometers (Agilent, Santa Clara, CA) and were analyzed using FlowJo v.10 (FlowJo).

### Quantification and statistical analysis

#### Flow cytometry analysis

Fluorescence-activated cell sorting (FACS) data were analyzed and visualized by FlowJo software (BD Biosciences).

#### Bioinformatic analysis

For ciPSC bulk RNA sequencing (RNA-seq) analysis, single-read sequencing reads were screened for quality using fastQC (v.0.11.9) and then aligned to the Ensembl ROS Cfam 1.0 dog genome using STAR (v.2.7.8a) (Dobin et al., 2013). Raw gene counts were generated using subread featureCounts (v.2.0.0) (Liao et al., 2014) and passed into the DESeq2 workflow (Love et al., 2014) for subsequent DGE analysis. Data were normalized and regularized log transformed prior to performing PCA. Contrasts were created to perform Wald testing on shrunken log2 fold changes (type = apeglm) (Zhu et al., 2019) and used for data visualization of significant differentially expressed genes (padj < 0.05, log2FoldChange > |2|). This included generating volcano plots using EnhancedVolcano and heatmaps using pheatmap (v.1.0.12). (Blighe et al., 2024; Kolde, 2018)

The following raw datasets were downloaded for cross-species analysis: human ESCs (GSE75748 [Chu et al., 2016], GSE174070 [Consortium, 2012]), mouse EpiSCs and ESCs [GSE131556; Kinoshita et al., 2021a], rabbit EpiSCs and ESCs [E-MTAB-10892; Kobayashi et al., 2021], and rat EpiSCs and ESCs [GSE220805; Iwatsuki et al., 2023]). Paired sequencing reads were aligned to its own reference genome (human hg38, mouse GRCm39, rabbit OryCun2.0, and rat rn7) to generate raw gene counts. Ensembl gene stable IDs for each species were converted to orthologous mouse gene stable IDs using biomaRt (Durinck et al., 2005, 2009). Only orthologous genes that were identified in all five species were used for downstream analysis. The gene length of each orthologous gene in their respective species was calculated and used as a normalization factor. Subsequent analysis was performed as described earlier. Correlation coefficients were calculated using normalized counts and visualized using ConsensusClusterPlus (Wilkerson and Hayes, 2010).

#### Statistical analysis

Quantitative data were generated with Microsoft Office Excel or GraphPad Prism and presented as mean ± SD. All statistical details of the experiments can be found in the figure legends.

## Resource availability

### Lead contact

Further information and requests for resources and reagents should be directed to the lead contact, Toshiya Nishimura ().

### Materials availability

Unique reagents generated in this study are available from the lead contact with a materials transfer agreement.

### Data and code availability

• The Gene Expression Omnibus (GEO) accession number for the Bulk RNA-seq data generated in this study is GSE289292. All other publicly available datasets used in this manuscript are listed in Tables S1 and S2. No new code was generated in this study.
• All code will be deposited in GitHub and available for public access on the date of manuscript publication.

## Acknowledgments

We thank the members of Takebe lab, particularly Naomi Maeda for secretarial support, and the members of Hirabayashi lab. This study was supported by the Center for Medical Research and Education, Graduate School of Medicine, The University of 10.13039/501100004206Osaka. We acknowledge the NGS core facility at the Research Institute for Microbial Diseases of The University of Osaka for the sequencing. This work was supported by grants from 10.13039/501100001691JSPS KAKENHI (grant numbers 21H02378 and 24K21916) and a grant from the 10.13039/100016512Center for Companion Animal Health (CCAH) at UC Davis (grant number 2023-60-F).

## Author contributions

T.N. designed the study, performed experiments, analyzed data, and wrote the manuscript. K.K. performed the differentiation of ciPSCs and with A.K. analyzed data and edited the manuscript. A.B. analyzed the gene expression of ciPSC-derived cardiomyocytes. K.J.I. performed bioinformatics analysis and edited the manuscript. K.S. performed teratoma formation experiments and analyzed the data. H.S. performed quantitative reverse-transcription PCR experiments in cardiac differentiation. M.T. performed karyotyping experiments and analyzed the data. C.F. performed molecular characteristics of reporter ciPSC lines. M.H. and S.H. supervised the projects and shared materials.

## Declaration of interests

T.N., K.K., and S.H. have a patent application related to this work.

## Supplemental information

Document S1. Figures S1–S4, Tables S1–S3, and supplemental methods

Document S2. Article plus supplemental information

# Supplementary material for: Signaling pathway-based culture condition improves differentiation potential of canine induced pluripotent stem cells
**Source:** Stem Cell Reports. 2025 Sep 18;20(10):102640. doi: 10.1016/j.stemcr.2025.102640
**Supplement:** Document S1. Figures S1–S4, Tables S1–S3, and supplemental methods

Supplemental Information

Signaling pathway-based culture condition improves differentiation potential of canine induced pluripotent stem cells

Toshiya Nishimura, Kazuto Kimura, Kyomi J. Igarashi, Kohei Shishida, Hiroko Sugisaki, Masaya Tsukamoto, Aadhavan Balakumar, Chihiro Funamoto, Masumi Hirabayashi, Amir Kol, and Shingo Hatoya

Cell line	Sub clone	Figure number	iPSC derivation vector	Original cell	Feeder cell at derivation	Reference	Initial passage number
OPUiD05A		1, S1, 2A (WT), 3C-I, S3D-G	Sendai virus vector containing human OCT3/4, KLF4, SOX2 and C-MYC	Peripheral blood mononuclear cells (PBMCs)	+	Kimura et al., 2021	8
	KI-No.10	S2A					
	KI-No.14	2, S2B-D, 3A-B					
	KI-No.15	S2A					
OPUiD01-UB-1		S3A	Sendai virus containing canine OCT3/4, KLF4, SOX2, C-MYC, LIN28, and NANOG	Urine-derived cells (UCs)	+	Tsukamoto et al., 2024	8
OPUiD06-UG		3F-I, S3A, S3C, S3E-G, 4, S4	same as OPUiD01-UB-1	UCs	+		11
OPUiD04B		S3A	same as OPUiD05A	PBMCs	+	Kimura et al., 2021	8
OPUiD06-UE-2		3E-I, S3A, S3C, S3E-G	same as OPUiD01-UB-1	UCs	—	Tsukamoto et al., 2024	11
**NANOG-reporter lines**	**No. 6**	**No. 8**	**No. 10**	**No. 11**	**No. 13**	**No. 14**	**No. 15**
KI locus determination	○	○	○	○	○	○	○
NANOG expression	○	○	○	○	○	○	○
NANOG-mCLOVER2 (%)	2.4	0.32	27.3	0.78	0.086	49.7	37.6

Table S1: The details about each cell line used in this study, related to Figure 1-4

	Name	Sequence 5' - 3'	
Knock-in	F1	aaggaacctgtcacaacgctttg	
	R1	tacttggtgatggccttagtaccct	
	R2	gccaaaccaactactagtgtcgt	
	R3	catgccctagtgtggttaaagggtac	
	F2	caggatgatctggacgaagagca	
	F3	tcattcccacctgagtagccaca	
qRT-PCR		Sequence 5' - 3'	
		Forward	Reverse
Early embryo development	NANOG	cggatccagctcctcccaa	aggaaggaagaggagagacggt
	OCT 3/4	aaccccgaggagtccaaga	gcagagcctcaaacggcag
	T	gggtactccaatggggttg	tagggggatggacggtggtt
	SOX17	cactttgtgtgaagcccga	agtagtacacggccgagctg
	FGF5	ggaaaactccatgcaagtgcc	cttagcctgccccgcttgt
	SOX1	tggaaggcatgtccgaggc	tcttgagcagcgtcttggtct
	GAPDH	ccctgagctgaacgggaagc	ttgaggggtccctccgatgc
Cardio differentiation	MYH7	acctgtcgagaagggcaaag	gggtgtctatcacccctgg
	MYH6	gcagtaaaggcaaaggaggc	agcttattcagattctccggtg
	TNNT2	aggagtccaaaccaaagccc	tccggtggatgtcgtcaaag
	ACTN2	acgtgggcttatggcaaaga	ctctcgaaggcctcgtgttt
	RYR2	cccaacgcagcaaggaaaaa	tttgctggcactgatggtct
	CACNA1C	ctgaccctgagcacacat	ctcccatagttggaacctcag
	MESP1	gcccgtcgtctccgctctttcc	cgatgctcacagacagggctcca
	KDR	cgagacactgttggaagactca	tcctgggcaccttctactatga
	PDGFRA	atctttcccttggcggcaca	cttcactggtggcgtgggtca
	ISL1	gatttcctatgtgttggtgcg	gcatttgatcccgtaaacctgata
	NKX2.5	caagtgtgcgcctgcattt	gcagtgagcacagctcttcc
	GAPDH	catgtttgtgatgggcgtgaacca	tttggttagaggagccaagcagtt

Table S2: Primer list used in this study, related to Figure 1 and 4

**Primary Antibody**	**Source**	**Identifier**	**Dilution**
Anti-GFP	Abcam	AB13970-100	1000
Anti-NANOG	Novus biologicals	NOV-NB100-58842-0.1	250
Anti-FOXA2	Abcam	ab108422	1000
Anti-T	Abcam	ab209665	1000
Anti-SOX1	R&D	AF3369	50
Anti-NKX2-5	Abcam	ab97355	50
Anti- α -Actinin<br>(Sarcomeric)	Sigma-Aldrich	A7811-100UL	400
Anti-cTnT	Thermo Fisher Scientific	MA5-12960	200
**Secondary Antibody**	**Source**	**Identifier**	**Dilution**
Anti-chicken<br>Alexa488	Thermo Fisher Scientific	A78948	1000
Anti-rabbit Alexa<br>594	Thermo Fisher Scientific	A3275	1000
Anti-goat Alexa 594	Thermo Fisher Scientific	A-11058	1000
Anti-mouse<br>Alexa488	Thermo Fisher Scientific	A21202	1000
Anti-rabbit Alexa<br>594	Thermo Fisher Scientific	A21207	1000

Table S3: Antibody list used in this study, related to Figure 1, 3, and 4

SUPPLEMENTAL METHODS

Quantitative reverse transcription PCR

Total RNA was extracted using NucleoSpin® RNA Plus (MACHEREY-NAGE: Nordrhein-Westfalen, Germany) and cDNA was synthesized using ReverTra Ace® qPCR RT Master Mix (TOYOBO: Osaka, Japan) according to the manufacturer's instructions. qRT-PCR was performed using PowerTrack™ SYBR Green Master Mix for qPCR (Thermo Fisher Scientific) and analyzed by the QuantStudio 3 or StepOnePlus real-time PCR system (Thermo Fisher Scientific) using the comparative CT method. The primers sequences used in the paper are listed in **Table S2**.

Preparation of RNA-sequencing libraries

Total RNA was extracted using NucleoSpin® RNA Plus (MACHEREY-NAGE: Nordrhein-Westfalen, Germany). Library preparation was performed using a TruSeq stranded mRNA Library Prep kit (Illumina: Research PI, SD) according to the manufacturer's instructions. Sequencing was performed on NovaSeq 6000 (Illumina) in 101-base single-read mode. Subsequent bioinformatic analysis is detailed below.

Immunofluorescence analysis

Samples were fixed with 4% paraformaldehyde (w/v) for 10 min and permeabilized with 0.1 % Triton X-100 (w/v) for 10 min at room temperature. After incubating with blocking buffer (MAXblock™ Blocking Medium: Active Motif, Carlsbad, CA) for 30 min, the samples were incubated with primary antibodies at 4 °C overnight. Next, the samples were incubated with fluorescent-conjugated secondary antibodies for 1 h, followed by mounting using VECTASHIELD Vibrance Antifade Mounting Medium with DAPI (Vector Laboratories, Newark, CA). The antibodies used are listed on **Table S3**. Specimens were observed and analyzed using EVOS M5000 (Thermo Fisher Scientific) or a Leica TCS SP8 STED 3X confocal laser scanning microscope (Leica Microsystems, Wetzlar, Germany).

Karyotyping analysis

ciPSCs were incubated with 0.05 mg/mL colcemid (Thermo Fisher Scientific), trypsinized, and incubated with 0.075 M KCl. The cells were then fixed in acetic acid:methanol (1:3), stained with quinacrine mustard and Hoechst 33258, and observed using confocal laser microscopy (LSM980; Carl Zeiss, Oberkochen, Germany).

Supplemental figure 1

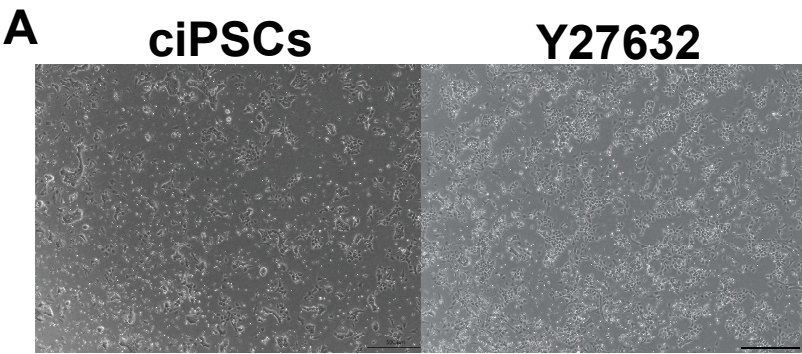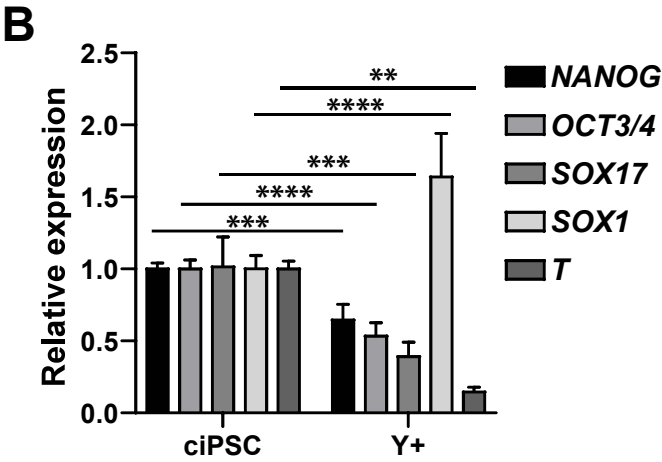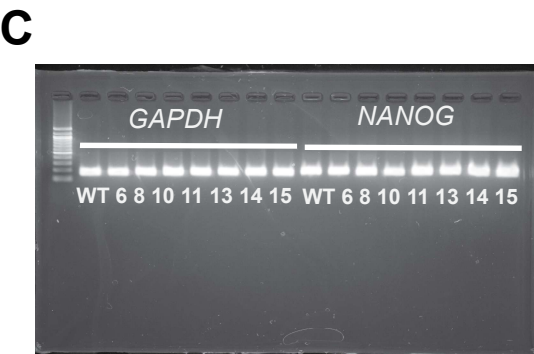

Supplemental figure 2

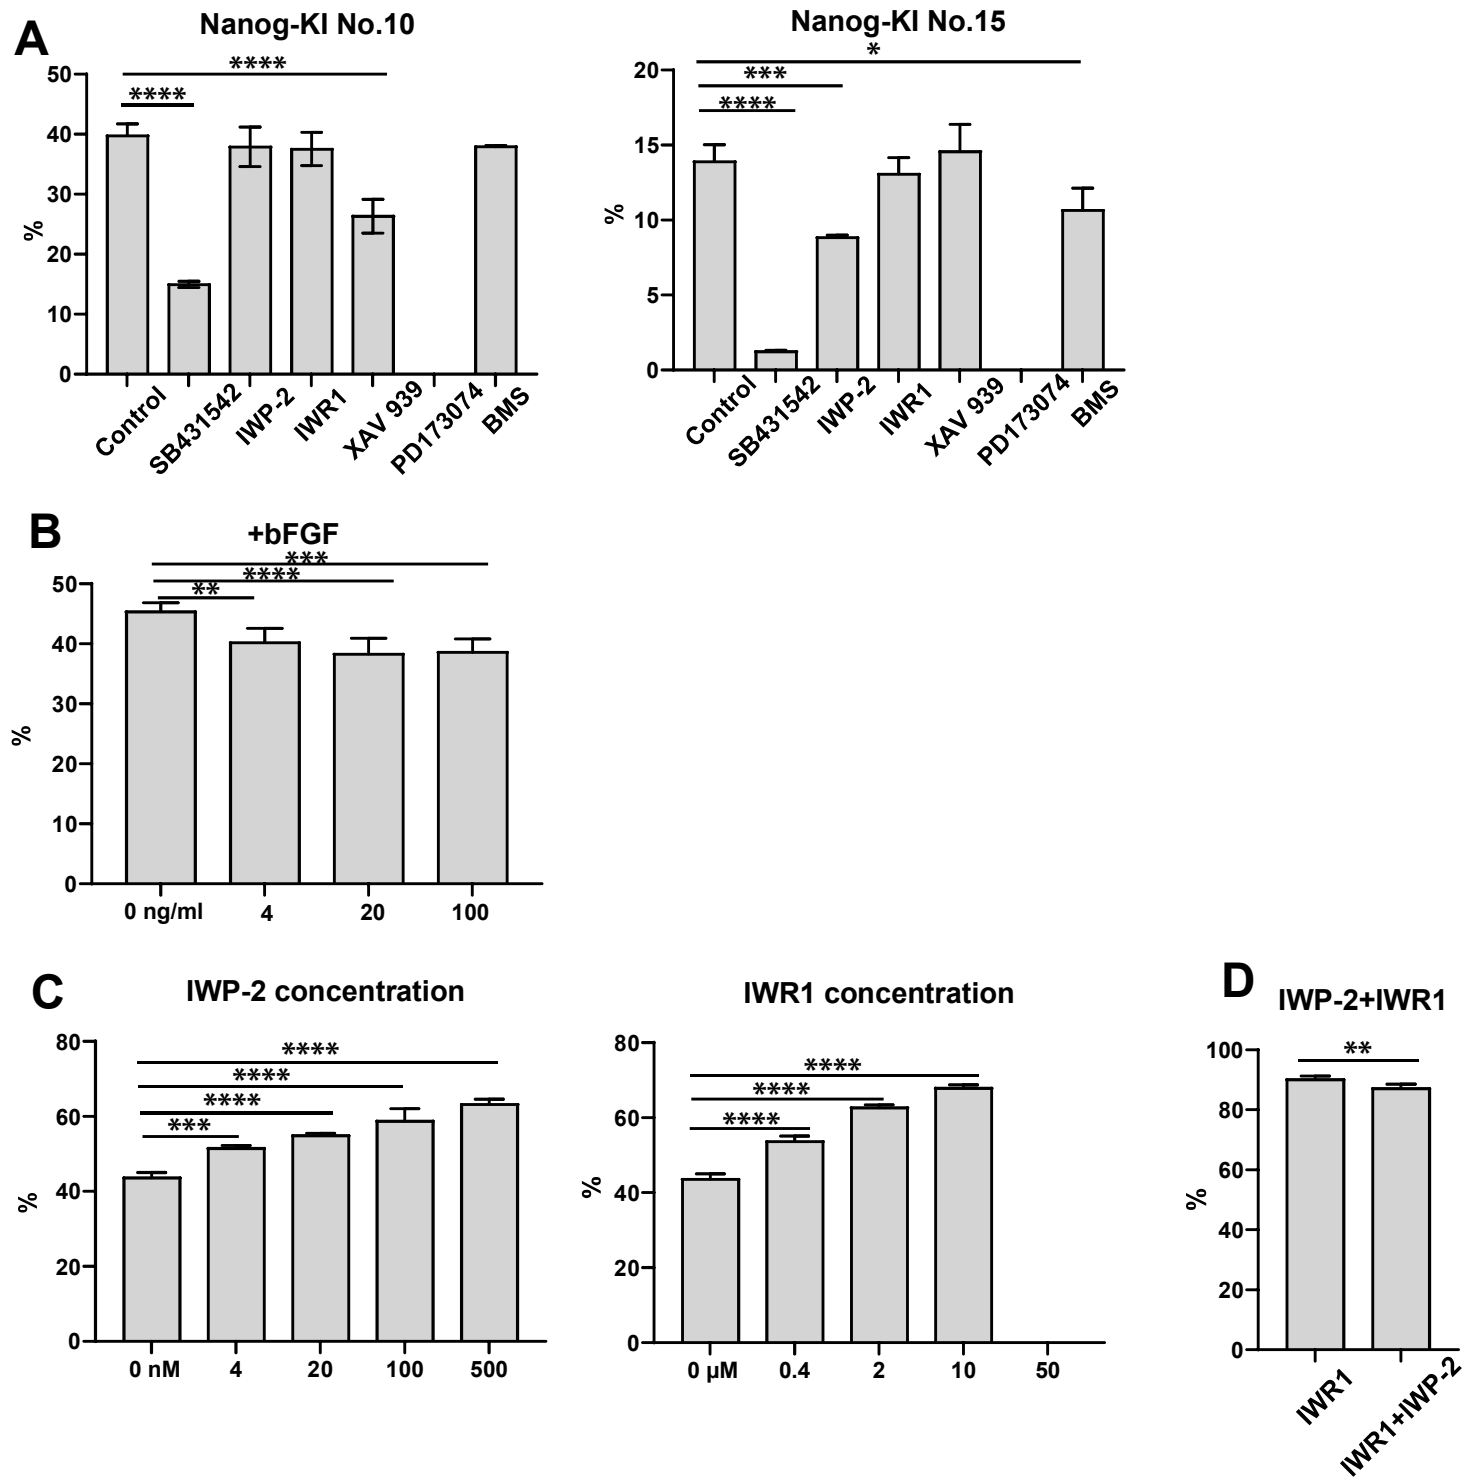

Supplemental figure 3

A OPUiD01-UB-1 OPUiD06-UG OPUiD04B OPUiD06-UE-2

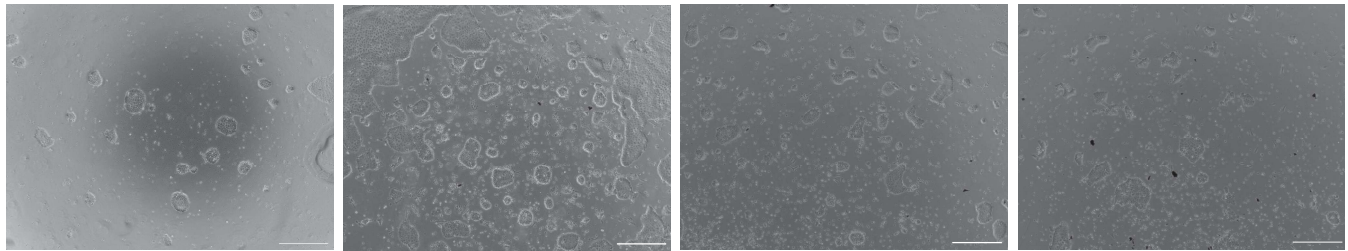

B

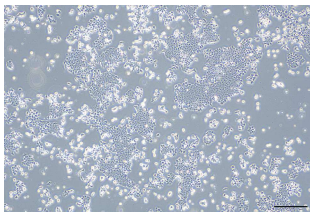

C

Ectoderm Mesoderm Endoderm

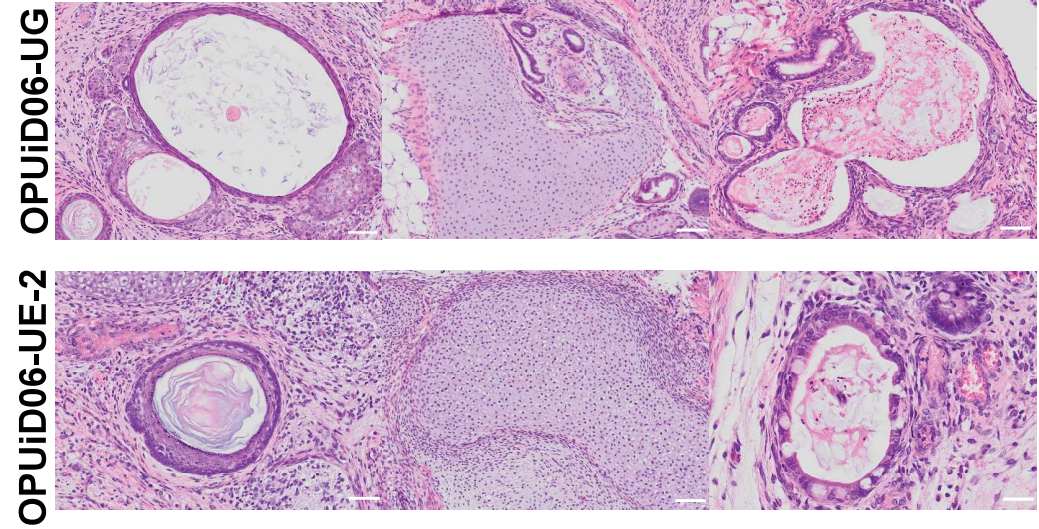

D

After thawing

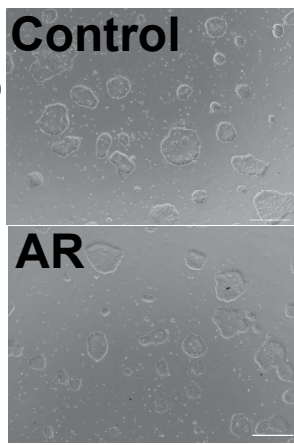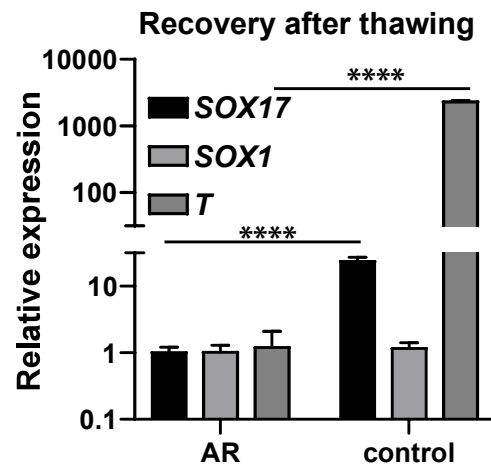

E

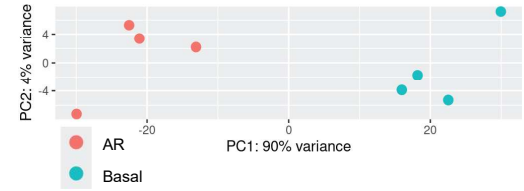

F

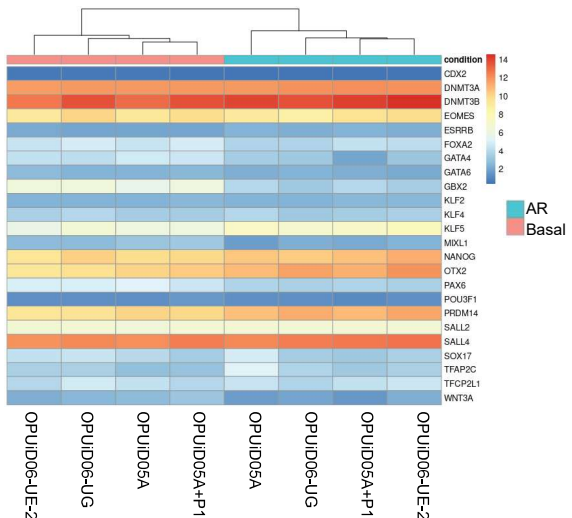

G

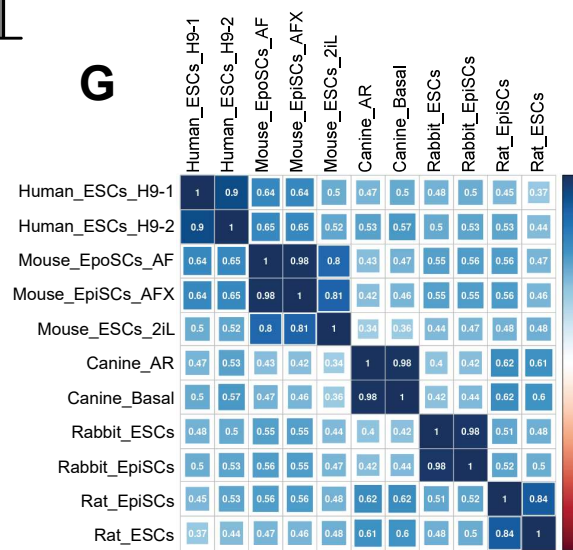

Supplemental figure 4

A

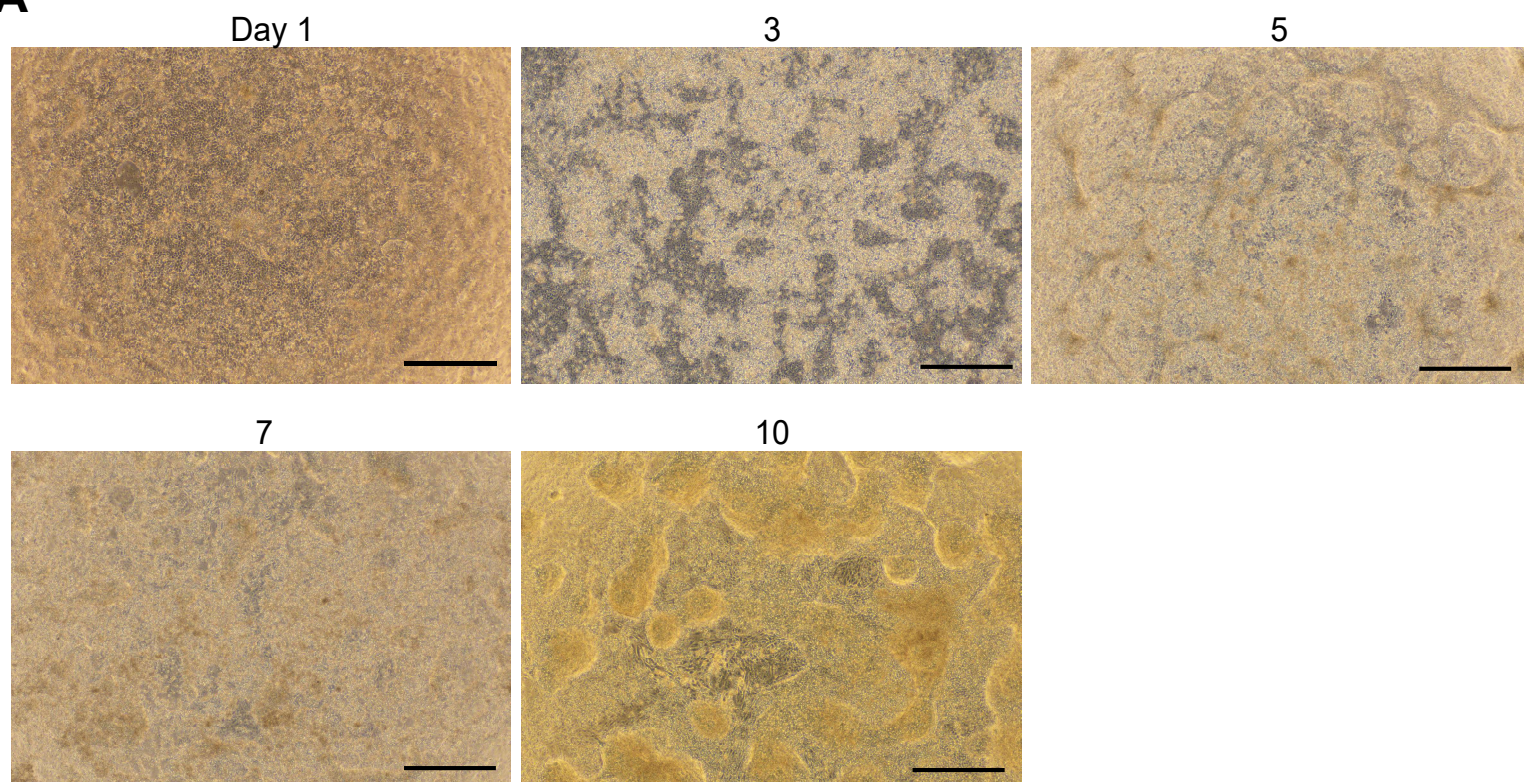

B

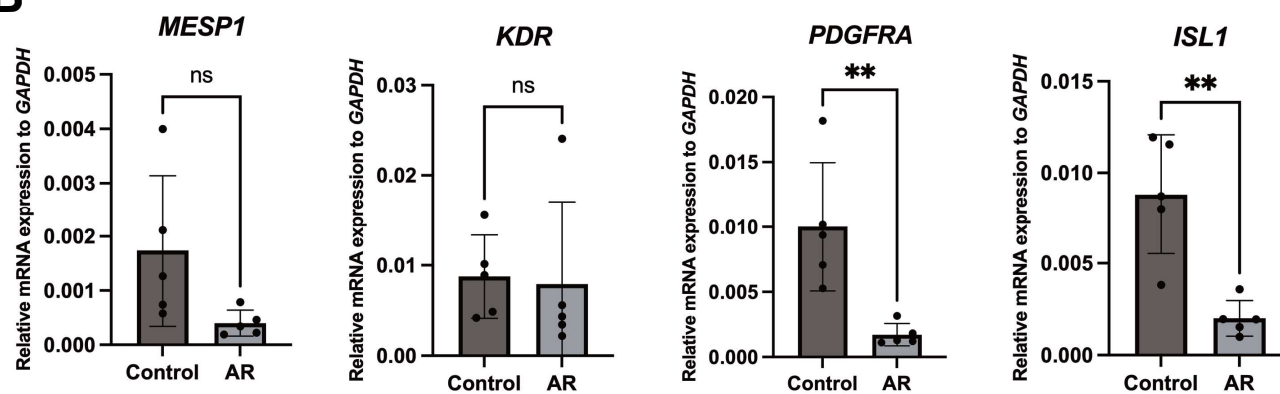

C

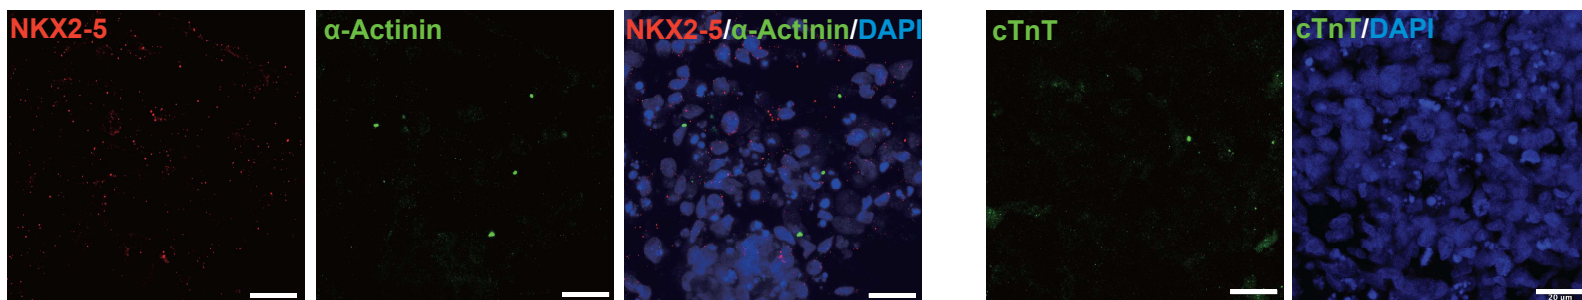

Supplementary Figure 1

- (A) The representative images of ciPSCs, in culture (left), with 10 μ M Y-27632 (right). Scale bar 500 μ m.
- (B) Quantitative RT-PCR results of the representative genes in ciPSCs in culture (left), and with 10 μ M Y-27632 (right) (mean $\pm$ SD of five replicates, independent experiments).
- (C) The representative electrophoresis image for RT-PCR products of *GAPDH* and *NANOG* derived from wild-type ciPSCs and NANOG-reporter cell lines (No.6, 8, 10, 11, 13, 14, and 15).

Supplementary Figure 2

- (A) The frequency of ciPSC_{high} cells in the NANOG-reporter ciPSC line (No.10, and 15) cultured with inhibitors (mean $\pm$ SD of three replicates, independent experiments).
- (B) The frequency of ciPSC_{high} cells in the NANOG-reporter ciPSC line cultured with IWP-2 or IWR-1 at different concentrations (mean $\pm$ SD of six replicates, independent experiments).
- (C) The frequency of ciPSC_{high} cells in the NANOG-reporter ciPSC line cultured with 500 nM IWP-2 + 10 μ M IWR-1 (mean $\pm$ SD of six replicates, independent experiments).

Supplementary Figure 3

- (A) The representative images of different ciPSC lines, in control ciPSC or AR medium. Scale bar 500 μ m.
- (B) The representative images of ciPSCs, in StemFlex based AR medium on vitronectin. Scale bar 500 μ m.
- (C) Representative images of hematoxylin eosin staining on the teratomas derived from different ciPSC lines cultured in AR medium. Scale bar 500 μ m
- (D) The representative images of ciPSCs, in control ciPSC or AR medium after thawing. Scale bar 500 μ m. Quantitative RT-PCR results of the representative gene expressions in ciPSCs cultured in control ciPSC and AR medium just after recovering from frozen stock (mean $\pm$ SD of five replicates, independent experiments).

- (E) PCA analysis for ciPSC lines cultured in either control ciPSC or AR medium.
- (F) Gene expression pattern of ciPSC lines cultured in either control ciPSC or AR medium.
- (G) Volcano plot analysis of pluripotent and lineages associated genes for ciPSC lines cultured in either control ciPSC or AR medium.
- (H) Correlation matrix analysis using datasets of different species.

Supplementary Figure 4

- (A) The representative images of the differentiated cells from ciPSCs in control medium at each time point. Scale bar 500 μm .
- (B) Quantitative RT-PCR results of the representative gene expressions in differentiated cells on day 7 derived from ciPSCs cultured in the control and AR medium (mean $\pm$ SD of five replicates, independent experiments).
- (C) Representative IF images of NKX2-5, α -Actinin, and cTnT in the differentiated cells on day 12 derived from ciPSCs cultured in the control medium. Scale bar 20 μm .

Video S1: The synchronized contraction of ciPSC-CM_{AR} at differentiation day 10

# Supplementary material for: Signaling pathway-based culture condition improves differentiation potential of canine induced pluripotent stem cells
**Source:** Stem Cell Reports. 2025 Sep 18;20(10):102640. doi: 10.1016/j.stemcr.2025.102640
**Supplement:** Document S2. Article plus supplemental information

Signaling pathway-based culture condition improves differentiation potential of canine induced pluripotent stem cells

Toshiya Nishimura,^{1,9,10,*} Kazuto Kimura,^{2,3,9} Kyomi J. Igarashi,^{4,5} Kohei Shishida,² Hiroko Sugisaki,² Masaya Tsukamoto,² Aadhavan Balakumar,³ Chihiro Funamoto,⁶ Masumi Hirabayashi,^{7,8} Amir Kol,³ and Shingo Hatoya^{2,*}

⁹These authors contributed equally

¹⁰Lead contact

<https://doi.org/10.1016/j.stemcr.2025.102640>

SUMMARY

Naturally occurring diseases in companion dogs are increasingly being recognized as valuable translational disease models. While induced pluripotent stem cell (iPSC) technology had revolutionized the field of human bio-medical research, canine iPSC (ciPSC) technology is still in its infancy, and robust canine-specific iPSC medium formulations and differentiation protocols are lacking. Here, we have established NANOG-reporter ciPSC lines and found that fibroblast growth factor (FGF), activin/transforming growth factor (TGF)- β , and WNT signals were critical for the robust maintenance of ciPSCs. Manipulating these signaling pathways stabilized the culture of ciPSC regardless of the cell line or basal medium. ciPSCs cultured in the optimized medium showed a homogenized global gene expression pattern. Furthermore, the ciPSCs cultured in this medium successfully differentiated into cardiomyocytes displaying homogeneous contraction as well as sarcomere alignment. This robust culture condition provides a valuable resource to facilitate the utilization of ciPSCs for various studies, including human disease modeling.

INTRODUCTION

Pluripotent stem cells (PSCs) have unlimited proliferation capacity and the potential to differentiate into all cell types in the body. The PSCs can be categorized into two groups based on their origins: embryonic stem cells (ESCs) derived from embryos and induced PSCs (iPSCs) reprogrammed from somatic cells from which they inherit genetic signatures (Takahashi et al., 2007; Thomson et al., 1998). Therefore, iPSCs can be established from patient-derived somatic cells and used for not only developing new drugs but also individualized patient therapy (Rowe and Daley, 2019).

While all the PSCs possess pluripotency, those in different states (naïve and primed) display distinct characteristics (Nichols and Smith, 2009). In mice, epiblast stem cells (EpiSCs), derived from the epiblast of mid-late gastrulation embryos, are defined as primed PSCs (Brons et al., 2007; Nichols and Smith, 2009; Tesar et al., 2007). They are cultured in media supplemented with basic fibroblast growth factor (bFGF) and activin. Primed PSCs in other species also exhibit similar characteristics to those of mouse EpiSCs. They can be distinguished from naïve PSCs, which display characteristics of the earlier stage pre-implantation

embryos and are therefore capable of forming chimeric animals (Iwatsuki et al., 2023; Kinoshita et al., 2021b; Kobayashi et al., 2021). The similarities among the EpiSC lines of the different species are reflected in their culture conditions, which require the same cytokines and small molecules, bFGF, activin/transforming growth factor (TGF)- β , and WNT inhibitor (Iwatsuki et al., 2023; Kinoshita et al., 2021b; Kobayashi et al., 2021). Canines are unique animals in that they are treated in veterinary clinics as patients but also used as experimental models in research studies. One of the most interesting features of canines is their intrabreed genetic homogeneity, resulting from the planned inbreeding performed to select certain visual and/or behavioral traits (Shearin and Ostrander, 2010). This remarkable genetic feature shared within breeds causes the very high occurrence of rare genetic diseases (e.g., the prevalence of dilated cardiomyopathy is 0.004% in human v.s. 58% in Doberman Pinscher), and thus it motivates researchers to use the canine as a model for studying common rare genetic diseases commonly found in both humans and canines (Hershberger et al., 2013; Hytonen and Lohi, 2016; Wess et al., 2017).

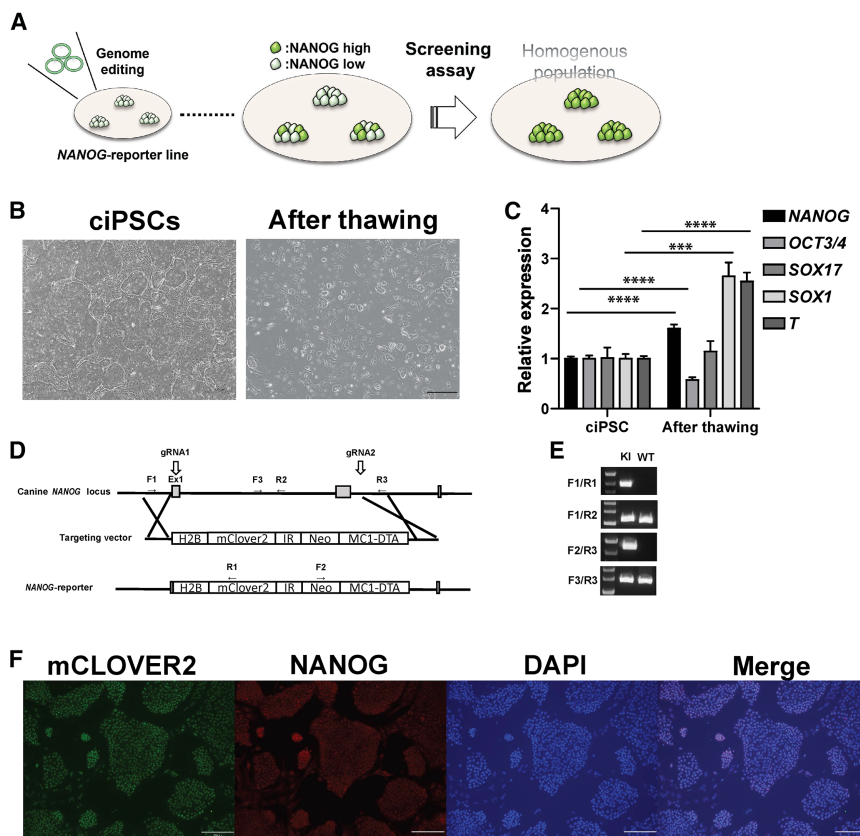

Figure 1. Establishment of the ciPSC NANOG-reporter line

(A) Schematics showing NANOG-reporter strategy to define the culture condition for ciPSCs.

(B) The representative image of ciPSCs, in culture (left) and after thawing (right). Scale bar, 500 μ m.

(C) Quantitative RT-PCR results of the representative genes in ciPSCs in culture (left) and after thawing (right) (mean $\pm$ SD of five replicates, independent experiments). *** $p \leq 0.001$, **** $p \leq 0.0001$.

(D) Targeting strategy for knocking in the H2B-mClover2 construct under the canine NANOG promoter locus.

(E) Representative images of genotyping for the knocked-in construct in established reporter ciPSC lines. F1/R1: targeting between endogenous and knocked-in mClover2 sequence, F1/R2: left endogenous sequence, F2/R3: between knocked-in Neo resistant and endogenous sequence, and F3/R3: right endogenous sequence.

(F) Representative immunofluorescence (IF) images of NANOG and mCLOVER2 showing co-localized expression in ciPSCs. Scale bar, 200 μ m.

The advent of iPSCs led to the generation of several canine iPSC (ciPSCs) lines from various groups, including our own (Kimura et al., 2021; Nishimura et al., 2013; Tsukamoto et al., 2020, 2024; Yoshimatsu et al., 2021). Although current ciPSCs meet the validation criteria for pluripotency, their differentiation toward functional cells is yet to be achieved, delaying the application of ciPSCs in a variety of fields. This suggests that either the pluripotency of ciPSCs is insufficient to produce the functional cells or unknown factors are affecting their differentiation. Previous studies have shown heterogeneity of the different ciPSC lines cultured in the current medium, with reports of inconsistent pluripotency gene expression levels and differentiation potency *in vivo* (Kimura et al., 2021; Menon et al., 2021; Tsukamoto et al., 2024). Therefore, optimized culture conditions allowing maintenance of ciPSCs as a homogenous population may improve their differentiation potency.

Here, we have established NANOG-reporter ciPSC lines and used them to identify fibroblast growth factor (FGF), activin/TGF- β , and WNT signals as being critical for stabilizing the pluripotency of ciPSCs. Manipulating these signaling pathways increased the expression of NANOG in ciPSCs and suppressed the emergence of differentiated cells in ciPSC cultures after recovering them from frozen

stocks. This conditioned medium presented robust differentiation potential of ciPSCs and stabilized ciPSCs regardless of the cell line or basal medium. Furthermore, these ciPSCs successfully differentiated into cardiomyocytes, displaying robust spontaneous rhythmic contraction and aligned sarcomere structure. We believe this robust medium condition would facilitate the utilization of ciPSCs in both clinical and basic research.

RESULTS

Generation of NANOG-reporter ciPSC lines using CRISPR-Cas9 technology

We hypothesized that the pluripotent state of ciPSCs in the current medium was unstable, which resulted in variability in culture, gene expression, and differentiation (Figure 1A). This variability was well observed in the ciPSCs just recovered from the frozen stock, as some of these ciPSCs displayed fibroblast-like morphology in contrast to that of typical ciPSCs (Figure 1B). Quantitative RT-PCR of these ciPSCs revealed that the expression of SOX1 and T, ectodermal and mesodermal markers in early embryo development, were approximately 3-fold higher in thawed ciPSCs

compared to those maintained in culture. This suggested that ciPSCs tended to differentiate after thawing (Figure 1C). This spontaneous differentiation might be emphasized by the addition of Rock inhibitor into the medium to prevent ciPSCs from apoptosis, since the Rock inhibitor primes human iPSCs to differentiate toward the mesoendodermal lineage (Maldonado et al., 2016). We confirmed that the ciPSCs that were cultured long term with Rock inhibitor showed differentiation tendency through both morphology and gene expression levels (Figures S1A and S1B).

NANOG is a key marker gene for PSCs and has a critical role in the late phase of reprogramming where partially reprogrammed cells de-differentiate (Silva et al., 2009; Yu et al., 2007). Additionally, the expression of NANOG in ciPSCs greatly varies among cell lines (Tsukamoto et al., 2024). Given these facts, we decided to generate NANOG-reporter cell lines for monitoring the pluripotent state of ciPSCs. CRISPR-Cas9 based knockin strategy was employed to generate NANOG-reporter ciPSC lines as shown in Figure 1D. The knockin of reporter sequences in the endogenous NANOG locus was validated by PCR product size and Sanger sequencing (Figure 1E). The intact expression of NANOG in reporter cell lines was validated by reverse-transcription PCR (RT-PCR) (Figure S1C). The immunofluorescence staining confirmed that almost all ciPSCs expressed NANOG, and the expression of knocked-in fluorescent protein, mCLOVER2, co-localized with NANOG in the nucleus (Figure 1F). Three of the seven reporter cell lines we obtained showed the highest level of reporter fluorescence and were used for subsequent experiments (Table S1).

Screening assay for ciPSCs using NANOG-reporter cell lines

We utilized NANOG-reporter cell lines to investigate which signal cascade is critical for stabilizing the pluripotent state of ciPSCs by supplementing six inhibitors (activin/TGF- β [SB421542], WNT [IWP-2, IWR1, and XAV939], FGF [PD173074], and retinoic acid [BMS] inhibitors) in the ciPSC medium. We subsequently measured NANOG expression levels by flow cytometry (FCM) and set a stringent threshold above which positive NANOG expression was observed. The population above the threshold was termed ciPSC_{high} (Figure 2A). The number of ciPSC_{high} cells significantly decreased when SB431542, XAV939 or BMS were supplemented in the medium, although the morphology did not differ significantly from the control (Figures 2B and 2C). Interestingly, all the cells immediately disappeared when PD173074 was supplemented in the medium (Figures 2B and 2C). This result was consistent with previous reports demonstrating the essential role of FGF signal in ciPSC cultures (Goncalves et al., 2017; Nishimura et al., 2013). The decrease in the ciPSC_{high} population was also observed in

other two reporter lines when they were cultured with SB431542, IWP-2, XAV939, or BMS (Figure S2A). Indeed, immediate cell disappearance was observed in these two lines cultured in media containing PD173074 (Figure S2A). Among these inhibitors, activin/TGF- β and FGF inhibitors consistently decreased the number of ciPSC_{high} population. Therefore, we decided to explore if the activation of these signal cascades increases the number of cells in the ciPSC_{high} population. We have supplemented either activin or bFGF to activate the activin/TGF- β and FGF signal, respectively. The ciPSC_{high} population significantly increased in the medium supplemented with 4 ng/mL activin, though ciPSCs disappeared at the concentration above 4 ng/mL (Figure 2D). On the other hand, the number of cells in the ciPSC_{high} population did not increase when bFGF was supplemented in the control medium (Figure S2B). This is probably because the current ciPSC medium has already been supplemented with enough bFGF. The activation of the activin/TGF beta pathway in concert with WNT signaling directs human PSCs toward mesendodermal differentiation (Naujok et al., 2014). In addition, activin treatment at low cell density induces cell death in human iPSC differentiation to the endodermal lineage (Thompson and Takebe, 2020). We speculated that the WNT pathway in the ciPSCs was activated when cultured in the current ciPSCs medium, and, thus, additional high concentrations of activin would promote differentiation. As expected, ciPSCs were able to be maintained in media containing WNT inhibitors and high concentrations of activin (Figure 2E). In addition, the number of cells in the ciPSC_{high} population significantly increased when cultured in the medium containing WNT inhibitors (Figure 2E). Since the number of cells in the ciPSC_{high} population was greater in the medium containing IWR1 compared to IWP-2, we further investigated the optimal concentration of IWR1. We quantified the number of cells in the ciPSC_{high} population to find a strong positive correlation with the increasing concentration of IWR1 to 50 μ M, where almost all cells were found dead (Figure S2C). Thus, we have determined that 10 μ M of IWR1 leads to the most effective expression of NANOG in the ciPSCs. The inhibition of the WNT pathway with both IWR1 and IWP-2 did not increase the number of cells in the ciPSC_{high} population (Figure S2D). Altogether, we have revealed that, while the FGF pathway is indispensable for ciPSC cultures, the activin/TGF beta pathway has a critical role in increasing the number of cells in the ciPSC_{high} population. In addition, we found that addition of WNT inhibitors stabilized the culture and prevented differentiation.

Validating the effect of the AR medium on the pluripotency of ciPSCs

The ciPSC medium supplemented with activin and IWR1, hereafter called AR medium, significantly increased the

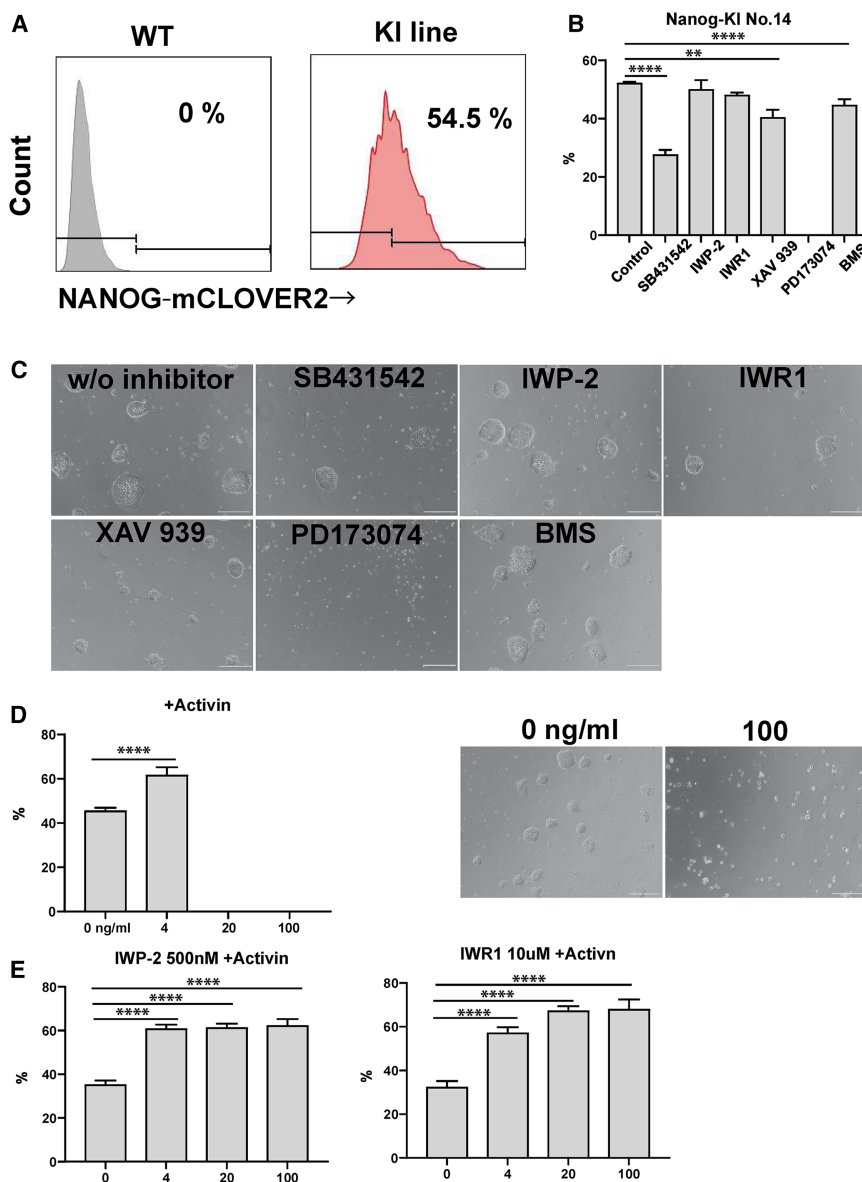

Figure 2. Inhibitor screening for optimizing the ciPSC culture condition

(A) Representative FACS pattern of NANOG-mCLOVER2 expression in wild-type (left) and ciPSC reporter line (right) cultured in the control ciPSC medium.

(B) The frequency of ciPSC_{high} cells in the NANOG-reporter ciPSC line (No.14) cultured with inhibitors (mean $\pm$ SD of three replicates, independent experiments). ** $p \leq 0.01$, **** $p \leq 0.0001$.

(C) The representative images of ciPSCs cultured with inhibitors. Scale bar, 200 μ m.

(D) The frequency of ciPSC_{high} cells in the NANOG-reporter ciPSC line cultured with activin at different concentrations (mean $\pm$ SD of six replicates, independent experiments). The representative images of ciPSCs cultured with activin; scale bar, 500 μ m. **** $p \leq 0.0001$.

(E) The frequency of ciPSC_{high} cells in the NANOG-reporter ciPSC line cultured with 20 ng/mL activin + 500 nM IWP-2 or 10 μ M IWR1 (mean $\pm$ SD of six replicates, independent experiments). **** $p \leq 0.0001$.

number of cells in the ciPSC_{high} population compared to that in the control ciPSC medium (roughly 90% vs. 60%) (Figure 3A). Additionally, AR medium stably maintained ciPSCs and could be used to culture multiple ciPSC lines (Figure S3A). Results showed that the AR medium could be used to culture ciPSCs independent of the cell line or basal medium (Figure S3B). Although the AR medium maintained ciPSCs with high expression of NANOG, it was uncertain how this medium affected the pluripotency of ciPSCs. Hence, we investigated the cell morphology, differentiation potential, and karyotyped the ciPSCs cultured in AR medium. The ciPSCs cultured in AR presented slightly domed and uniform morphology in contrast to

the typical ciPSCs, which were flattened with heterogeneous morphology (Figure 3B). When these cells were cultured in the optimized condition previously reported for the differentiation of rabbit PSCs, they immediately differentiated into different cell types *in vitro*, including SOX1-positive ectoderm, FOXA2-positive endoderm, and T-positive mesoderm cells (Figure 3C) (Kobayashi et al., 2021). The transplantation of these ciPSCs into immune deficient mice generated teratomas composed of the cells derived from all three germ layers (Figure 3D). This was confirmed for all three ciPSC lines, including OPUiD06-UG, which could not generate teratomas when cultured in the non-AR control medium. All transplanted mice

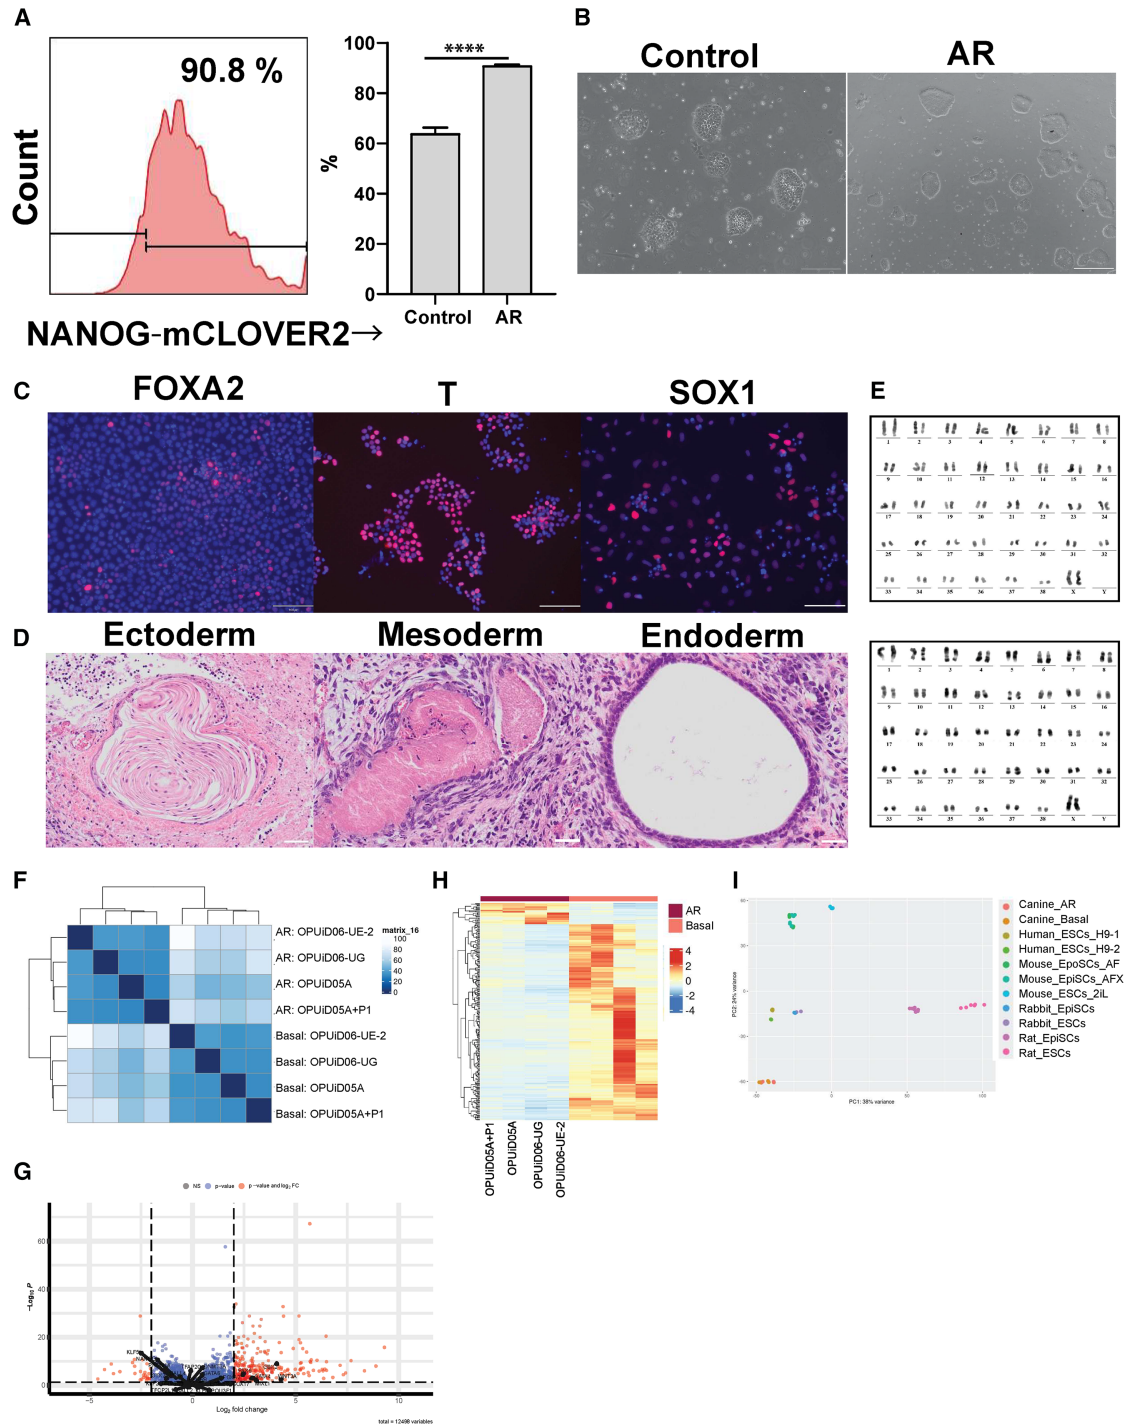

Figure 3. Validating the effect of AR medium on the pluripotent state of ciPSCs

(A) Representative FACS pattern of NANOG-mCLOVER2 expression in ciPSC reporter line (no. 14) cultured with AR medium (right). The frequency of ciPSC_{high} cells in the NANOG-reporter ciPSC line cultured in control ciPSC or AR medium (left, mean ± SD of six replicates, independent experiments). ****P ≤ 0.0001.

(B) The representative images of ciPSCs in control ciPSC or AR medium. Scale bar, 200 μm.

(C) Representative immunofluorescence (IF) images of FOXA2, T, and SOX1 in the cell differentiated from ciPSCs cultured with AR medium. Scale bar, 100 μm.

(legend continued on next page)

formed teratomas containing all three germ layers (Figure S3C). The ciPSCs were routinely passaged as single cells and maintained normal karyotypes after more than 10 passages (Figure 3E). Spontaneous differentiation of ciPSCs is a common issue encountered when recovering ciPSC from frozen stock. Culturing thawed ciPSCs in AR medium decreased the emergence of the fibroblast-like differentiated cells. This observation was confirmed by qPCR, where the expression of differentiation markers, SOX17 and T, dramatically decreased in the cells recovered in AR medium compared to those in the control ciPSC medium (Figure S3D). Collectively, ciPSCs cultured in the AR medium were pluripotent and displayed a homogenous population compared to the cells cultured in control ciPSC medium. In addition, the AR medium did not induce chromosomal abnormality in the ciPSCs and improved the differentiation potency of ciPSCs *in vivo*. These results motivated us to suggest the AR medium as a more appropriate medium for ciPSC cultures than the control medium currently used.

Gene expression profile of ciPSCs cultured in AR medium

Next, we examined the transcriptomes of multiple ciPSC lines cultured in either the AR or the control ciPSC medium. Hierarchical clustering and principal-component analysis (PCA) showed a clear separation between the ciPSCs cultured in AR and control medium (Figures 3F and S3E), with differential gene expression (DGE) analysis revealing a more homogeneous gene expression pattern of ciPSC lines cultured in AR medium (Figure 3H). The ciPSCs cultured in AR medium showed downregulation of lineage-specific genes (*WNT3A*, *MIXL1*, *PAX6*, *GATA4*, and *GATA6*) but no significant difference in the expression of pluripotency genes. This suggested that the AR medium likely suppressed the differentiation of ciPSCs rather than enhancing their pluripotency (Figure 3G). These gene expression patterns were consistent between cell lines (Figure S3F). Although almost all naive marker genes were expressed at similar levels among the samples, the expression of *GBX2* in ciPSCs was significantly downregulated in the AR medium, implying the species-specific molecular role of *GBX2* in ciPSCs (Figure 3G). Altogether, these results suggested that the AR medium altered the gene expression pattern of ciPSCs. Additionally, lineage marker genes were

downregulated in the ciPSCs cultured in the AR medium and homogenized the global gene expression between cell lines. We further performed a cross-species comparison of these transcriptomic data with published human ESC lines (Chu et al., 2016; Luo et al., 2020), mouse EpiSCs and ESCs (Kinoshita et al., 2021a), rabbit EpiSCs and ESCs (Kobayashi et al., 2021), and rat EpiSCs and ESCs (Iwatsuki et al., 2023). Correlation matrix analysis and PCA exhibited a close correlation of human ESC and ciPSC lines, while ciPSCs were less correlated with other species PSCs (Figures 3I and S3G).

ciPSCs cultured in AR medium produce cardiomyocyte cells coupled with functional structure

Although previous studies have characterized various ciPSC lines, their directed differentiation *in vitro* into specific cell types has remained elusive. This lack of understanding of differentiation potential has delayed the utilization of ciPSCs in a variety of fields. We have shown that the AR medium improves the differentiation potency of ciPSCs *in vitro* through teratoma formation. We next wanted to investigate whether the AR medium further enables ciPSCs to give rise to functional derivatives. Given that the canine is one of the most frequently used cardiovascular models for human medicine (Camacho et al., 2016), we attempted to differentiate ciPSCs to cardiomyocytes and investigate their characteristics.

Canine iPSCs cultured in either control ciPSC or AR medium were differentiated to cardiomyocytes based on the previously established human protocols with the modification of differentiation timeline and the concentration of cytokines (Burridge et al., 2014; Lian et al., 2012) (Figure 4A). Both groups underwent significant morphological changes during differentiation (Figures 4B and S4A). Notably, ciPSCs in AR medium formed a more homogeneous population compared to those in the control medium, mirroring the effect of AR medium on ciPSCs homogeneity (Figure 4B). At around day 7 after differentiation, the cardiomyocytes derived from ciPSCs in AR medium (ciPSC-CM_{AR}) began synchronized beating, a hallmark of functional cardiomyocytes (Video S1), whereas the control medium-derived cells did not. Quantitative RT-PCR of the differentiated cells on day 7 confirmed that key cardiomyocyte-associated genes, including *NKX2-5*, *TNNT2*, *ACTN2*, *MYH6*, *MYH7*, *RYR2*, and *CACNA1C*, were significantly upregulated in the ciPSC-CM_{AR} compared to the

- (D) Representative images of hematoxylin eosin staining on the teratomas derived from ciPSCs cultured in AR medium. Scale bar, 500 μ m.
(E) Karyotyping analysis of ciPSCs cultured in AR medium. OPUiD05A (upper) and OPUiD06-UE-2 (lower).
(F) Hierarchical clustering analysis for ciPSC lines cultured in either control ciPSC or AR medium.
(G) Volcano plot showing differentially expressed genes between ciPSC lines cultured in control or AR medium. Pluripotent and lineage-associated genes are labeled. $\text{padj} < 0.05$; $\log_2(\text{fold change}) > |2|$.
(H) Differential gene expression analysis for ciPSCs lines cultured in either control ciPSC or AR medium.
(I) PCA analysis using the dataset of different species.

**A****B****C****D****E****F***(legend on next page)*

differentiated cells in the control group (Figure 4C). Conversely, mesodermal and cardiac progenitor genes, including PDGFRA and ISL1, were downregulated in those cells compared to the differentiated cells derived from control ciPSCs, whereas the expression levels of MESP1 and KDR showed no significant differences between the two groups. These results suggested that the ciPSC-CM_{AR} were in a developmentally more mature state than the control cells, which had only slightly differentiated into the cardiac lineage (Figure S4B). Of note, FCM analysis of day 7 differentiated cells showed that cardiac troponin T (cTnT), a crucial protein involved in calcium-mediated actin-myosin interactions (Sharma et al., 2004), was expressed in more than 30% of ciPSC-CM_{AR} (Figure 4D). On day 10, the frequency of cTnT-positive cells was greater than half of the differentiated cells (Figure 4E). The sarcomere is the highly ordered multiprotein complex responsible for the generation of active and passive forces of the heart (Crocini and Gotthardt, 2021). Immunostaining revealed that aligned sarcomere structures were formed in the ciPS-CM_{AR} on day 12, confirmed by the robust expression of NKX2-5, cTnT, and α -Actinin (Figure 4F). In contrast, the cells from the control group lacked these cardiomyocyte markers and failed to form sarcomeres (Figure S4C). Taken together, ciPSCs cultured in AR medium successfully differentiated into the cardiomyocytes, displaying synchronized contractions as well as sarcomere alignment. In contrast, the ciPSCs in the control medium failed to produce those derivatives, underscoring the critical role of AR medium in cardiomyocyte differentiation.

DISCUSSION

In this study, we identified an optimal universal culture medium (AR) that could maintain ciPSCs in the undifferentiated state regardless of the cell line or basal medium used. The ciPSC lines cultured in AR medium exhibited distinct and homogenous gene expression patterns compared to the ciPSCs in the control ciPSC medium. They also displayed improved differentiation potency *in vivo* (teratoma

formation) and *in vitro* (the induction of cardiomyocytes). The canine is an attractive and unique animal model sharing several features with humans, including often a shared living environment and lifestyle (Hoffman et al., 2018). Thus, defined culture conditions allowing ciPSCs to differentiate into functional cells can be valuable for developing canine disease models with potential wider applications to translational medicine.

CRISPR-Cas9 technology has been widely used for generating knockin PSC lines derived from different animal species, though it has been unclear if the same technology can be applied to ciPSCs (Iwatsuki et al., 2023; Kobayashi et al., 2021; Shishido et al., 2018). In this study, we generated NANOG-reporter ciPSC lines with CRISPR-Cas9 technology and utilized it to validate the critical signal pathways involved in ciPSC maintenance in culture. We confirmed that the designed plasmid construct was successfully introduced into the targeted locus of the canine NANOG gene and properly expressed the fluorescent proteins. The reporter strategy is often employed to trace and understand the trajectory of developing cells showing dynamic lineage specification. Therefore, the NANOG reporter system along with the robust *in vitro* culture provides a powerful tool to elucidate canine development.

The ciPSCs present controversial characteristics (e.g., the expression of SSEA4) that are not consistent with the cell lines or reports of other species. Hence, the state of ciPSCs remains under discussion (Kimura et al., 2021; Menon et al., 2021; Tsukamoto et al., 2024). We revealed that ciPSCs stabilized their pluripotency in media containing activin, WNT inhibitor, and bFGF, the components that are generally used for culturing EpiSCs of other species (Kinoshita et al., 2021b). In addition, the global gene expression pattern of ciPSCs in AR medium was more similar to that of EpiSCs (mouse, rat, and rabbit) than ESCs. Given these facts, ciPSCs cultured in AR medium would be categorized as the EpiSCs state, also known as primed state.

We also found that ciPSCs easily differentiated into fibroblast-like mesodermal cells after freezing and thawing. The AR medium suppressed the emergence of these unfavorable cells and decreased the expression of lineage-specific

Figure 4. Cardiac differentiation from ciPSCs in AR and control medium

- (A) The scheme of cardiac differentiation protocol using ciPSCs.
- (B) The representative images of the differentiated cells from ciPSCs in AR medium at each time point. Scale bar, 500 μ m.
- (C) Quantitative RT-PCR results of the representative gene expressions in differentiated cells on day 7 derived from ciPSCs cultured in control and AR medium (mean $\pm$ SD of five replicates, independent experiments). * $p \leq 0.05$, **** $p \leq 0.0001$.
- (D) Representative histograms of cTnT expression in iPSCs and differentiated cells (iPS-CM) on day 7 derived from ciPSCs cultured in the control and AR medium (left). Negative control: unstained differentiated cells. The frequency of cTnT-positive cells (right, mean $\pm$ SD of six replicates, independent experiments). **** $p \leq 0.0001$.
- (E) Representative histogram image of cTnT expression in differentiated cells on day 10 from ciPSCs cultured in AR medium.
- (F) Representative IF images of NKX2-5, α -Actinin, and cTnT in the differentiated cells on day 12 derived from ciPSCs cultured in AR medium. Scale bar, 20 μ m.

How the deposited data were processed for this re-analysis (not part of the article)

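RNA was measured in canine iPSCs of 3 lines, each grown in control and in AR medium: OPUiD05A at passages 21 and 22, OPUiD06-UE-2 at passage 13 and OPUiD06-UG at passage 13, for 8 libraries. Conditions were taken from the sample labels and the paper's Table S1. The authors screened the single reads with FastQC, aligned them to ROS_Cfam_1.0 with STAR and counted reads per gene with featureCounts, and they deposited the raw counts without normalization or pooling; the submitters' processing notes also name Trim Galore. The strand setting and annotation release are not given in the sources used here, so overlapping and antisense genes and near-identical copies are uncertain.

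From the counts, the media were compared with edgeR 4.0.16 in R 4.3.3 (TMM factors, filterByExpr on medium, robust quasi-likelihood fit, Benjamini-Hochberg adjusted p under 0.05, and separately a log2 fold change over 2 in size) over 13233 genes. Standard errors were taken as the log2 fold change over the square root of the F statistic. The medium effect was also compared between blood-derived and urine-derived lines as an interaction. CPM values were TMM-scaled, and log2 CPM used a prior count of 2. Principal components used the 500 most variable genes and distances all tested genes, both on regularized-log values from DESeq2 1.42.0. DESeq2, its size factors, apeglm 1.24.0 shrinkage, other filters on low counts, pairing, summed passages and each library or pair left out were alternatives. limma 3.58.1 removed line or source cell in alternatives chosen after the data were seen, and thinning drew every library down to 7619378 counts, the smallest total. Counting intervals cover counting error only.

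Libraries of the same line and passage were treated as pairs, since they come from the same cell line. Their deviations from the medium means correlated across genes at 0.867, 0.906, 0.772 and 0.775, and each control library correlated best with the AR library of its own pair. The margins were small: the highest correlation with the AR library of another pair was 0.843, 0.848, 0.691 and 0.736 in the same order. Counts of the 2 passages and of the urine-derived lines differed beyond sampling noise in both media (chi-square per degree of freedom of 8.49 to 28.2), so no library was counted as a repeat of another. On simulated counts with 100 genes changed 2-fold and 100 changed 4-fold among 13233, the unpaired edgeR test recovered 0 and 12, the paired test 59 and 91 with 11 false calls, DESeq2 without pairs 15 and 51, and the interaction test 0 and 36. These counts were drawn from the paired fit and its dispersions, with the same medium fold in every pair, which favors the paired test. The 2 passages of OPUiD05A were drawn independently, so the effect of their shared line on false calls was not checked.

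Genes to name had been set as those the paper names, the largest changes with a gene symbol, and members of gene lists written beforehand. Of 31121 identifiers, 0 matched the reference table of the UU_Cfam_GSD_1.0 assembly, and the paper's materials do not pair them with names. The gene lists, cell type markers and named genes were therefore not analysed here. Instead, 2 identifiers that fell and 2 that rose are given, by the largest change. Those that fell were taken from the 3 genes that passed the unpaired test, and those that rose from the 666 that passed the paired test. All were required to move the same way in all 4 pairs and to have a mean of at least 1 CPM in the higher medium. The cross-species comparison, RT-qPCR, flow cytometry and differentiation experiments were not analysed here.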

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

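Of 24 groups of 4 values checked for a value far from the others at the 95% critical value, 1 stood out: ENSCAFG00845016929 was at 0.0600 CPM in AR medium in OPUiD05A at passage 21. This is 1 count, and the other AR libraries had 0, so any single count would stand apart there.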

How the results depend on the processing

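The thinned, block-combined, block-called genes, line-removed, source-removed and OPUiD05A-free distance settings were chosen after seeing the data. The unpaired count of 0 higher and 3 lower held with DESeq2's size factors in edgeR and at equal depth. It became 161 and 375 with DESeq2 (238 over 2 in log2 size, 130 with shrunken fold changes), 666 and 981 (310) with the replicate block, 739 and 1119 (324) with lines as blocks, 180 and 256 (182) with OPUiD05A left out, and 0 and 8 (8) with no filter. No gene passed with at least 10 counts in every library, which removes genes absent in a medium, or with passages summed; without each library or pair, 0 to 5 were lower. The cause of the other shifts was not tested.

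The paired count of 666 and 981 gave 1254 higher and 1295 lower with DESeq2, 76 over 2 in size with at least 10 counts in every library, 179 and 320 without OPUiD05A, and 180 and 348 (193) with passages summed. Without each pair it was 145 to 409 higher, 217 to 744 lower and 119 to 327 over 2 in size. The 4 genes given by identifier kept their direction in every setting run; over their settings, a call was lost 20 times and gained 9 times (ENSCAFG00845000538 lost its paired call with passages summed and without OPUiD05A passage 22). In the test of a medium effect that differs by source cell, 0 genes passed, but 51 did with DESeq2 and 343 with no filter. The cause was not tested. On simulated counts this test recovered 0 of 100 genes changed 2-fold and 36 of 100 changed 4-fold. The 0 therefore does not show that the effects are equal.

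PC1 variance was 83.4% on log2 CPM, 77.7% over all tested genes, 83.2% to 91.3% without each pair, 83.8% with OPUiD05A left out and 83.8% with source cell removed. The component that parts the media held 14.1% over all tested genes, 7.63% to 14.1% without each pair, 83.8% with OPUiD05A left out or source cell removed, and 91.0% with line removed. The distance between over within media was 0.952 on the 500 most variable genes, 0.929 to 0.972 without each pair, 1.56 with OPUiD05A left out, 1.92 with line removed and 1.67 with source cell removed. Except with OPUiD05A left out, a larger share of the within-medium pairs joined OPUiD05A to a urine-derived line. That lowers the ratio where these lie far apart, so values near or under 1 do not show that medium adds no distance. The between-line ratio of 0.971 turned to 1.01 on log2 CPM, 1.02 as a ratio of edgeR common dispersions, and 0.967 to 1.05 without each pair; the cause was not tested. It was 0.816 with source cell removed, 0.757 with OPUiD05A left out, 0.856 over the genes changed with the block (0.793 for those that fell, 0.997 for those that rose) and 0.634 over the 3 changed without pairs, all of which fell; the cause was not tested. With line removed, distances between lines are equal in both media by construction, so that ratio was not run. With source cell removed, the gap between OPUiD05A and the mean of the urine-derived lines is equal in size in both media by construction. The 0.816 thus rests on the difference between the urine-derived lines. Gene lists and named genes were not run, since no identifier could be paired with a name. The shallowest library had 7619378 counts.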

Differences from the paper's values

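The paper's principal component plot (Fig. S3E) parts the media along its leading component, with about 90% of the variance, read by eye. Here the component that parts the media held 9.27% of the variance, and the leading component, with 88.4%, parted OPUiD05A from the urine-derived lines. The alternatives set before the data were examined all differ from the paper's value in the same way: 9.09% with the variance stabilizing transformation, 12.0% on log2 CPM, 14.1% over all tested genes, and 7.63% to 14.1% without each line and passage in turn. With the effect of line removed by a linear model, chosen after seeing the values, the media parted on the leading component with 91.0%, and it was 83.8% with source cell removed or with OPUiD05A left out. The paper's methods do not state such a step. It takes out differences between lines and keeps the medium effect, which by itself favors a split by medium.

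The paper's clustering (Fig. 3F) groups the libraries by medium first. Here the first branch separated blood-derived from urine-derived lines. With line or source cell removed, chosen after seeing the values, it separated the media, an outcome that the removal itself favors.

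The paper describes expression as more alike between lines in AR medium. Here the distance between lines in AR over control medium was 0.971 over 3 lines (two-sided exact permutation test, p = 0.75), and 1.01 on log2 CPM. Chosen after seeing the values, the ratio was 0.816 with source cell removed and 0.757 for the urine-derived lines alone. Removing source cell makes the gap between OPUiD05A and the mean of the urine-derived lines equal in size in both media. The 0.816 can thus move only with the difference between the urine-derived lines, and is no separate evidence from the 0.757. Also chosen after seeing the values, the distance ratio was 0.856 over the 1647 genes changed in the paired test. For those that fell, the median SD on log2 CPM was 0.625 in control and 0.626 in AR medium. The distance ratio, a different measure on regularized-log values with passages averaged, was 0.793. For those that rose the distance ratio was 0.997. An alternative set before the data were examined, the genes changed in the unpaired test, gave 0.634; all 3 were called for falling in AR medium, 2 of them to at most 26 counts per library, and whether that selection lowers the ratio was not tested. Fig. 3H rests on differentially expressed genes, and none of these ratios can reach p under 0.25.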

Other observations

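Of the tests in this part, those for line, donor and preparation, carried-over RNA, equal depth and time in AR medium for OPUiD05A at passage 21, level of expression, variation between lines, and the splits other than the paired test on those that part all pairs were chosen after the result was seen.

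OPUiD05A and the urine-derived lines differed more than the media did: with medium in the edgeR model, 8736 of 13233 genes differed between the source cells (66.0%), of which 261 were over 4-fold higher and 2028 over 4-fold lower in the urine-derived lines. That fit counts both media of a culture as separate replicates; within control medium 6417 genes differed (48.5%) and within AR medium 8066 (61.0%), still with 2 passages of 1 line standing for OPUiD05A. The paper does not report this difference. Without a medium term, OPUiD05A against the other lines called 7788 genes, and either urine-derived line against the rest at most 2. For a urine-derived line, the rest mixed OPUiD05A with the other urine-derived line, so its spread was large. These low counts therefore do not show how far the urine-derived lines differ. Only 3 splits of the lines, 1 against 2, can be made, and 1 reached 7788 genes, which is too few for a share under 0.05. Depth is argued against: thinned to equal totals, the leading component still parted the source cells with 88.5% of the variance. So is the weight of a few genes, as the leading component held 72.6% outside the 500 most variable genes. In control medium OPUiD05A lay 2.45 times as far from the urine-derived lines as these lay from each other. Source cell, line, donor, vector, passage and preparation cannot be told apart in these libraries.

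The split by medium called 3 genes without pairs, and 2 of the 35 splits called as many, so over all 35 chance is not excluded for that count; the other is the split by source cell, with 7788 genes, which points to a structure of the samples. Among the 8 splits that part all 4 pairs, the others called at most 0 genes without pairs. All 3 genes also passed the paired test, which used the same libraries. In these 8 splits the paired test called 1647 genes for the real one and at most 0 for the others. The others differ in swapping the media of 1 or 2 pairs, and 1 of 8 is too few for a share under 0.05. Such a swap also turns any real medium effect into unexplained spread. Few calls were thus likely in those splits in either test, and they give no measure of chance.

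The 276 genes that fell over 4-fold kept a median of 25.8% of their control level in OPUiD05A at passage 21, against 16.7% at passage 22, 7.56% in OPUiD06-UE-2 and 11.0% in OPUiD06-UG. In AR medium 228 of them were higher at passage 21 than at passage 22, and in control medium 105 were. RNA carried over from control cultures would need 9.10 percentage points, while genes near 0 in the other AR libraries kept 1.51%, with an upper 95% bound of 3.12%. That share rests on only 4 genes, with 7 counts in AR and 464 in control medium. Its bound covers counting error only, not variation between genes. With equal depth the gap in median log2 change to the next pair was 0.59. The paper states that lines were adapted at passages 8 to 11. Its Table S1 gives an initial passage for each line but does not say that it marks the move to AR medium. If it does, OPUiD05A at passage 21 was 13 passages on, against 2 for the urine-derived lines, which fell more. Only then is less time in AR medium argued against for that comparison. Passage 22 was 14 passages on, and that step cannot be told apart from other differences between the cultures. No gene passed edgeR's test of a different medium effect between source cells, which recovered few changed genes on simulated counts. In it 1075 genes (8.12%) had an unadjusted p under 0.05, and DESeq2 called 51.

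On the count scale, the genes that fell varied less between libraries in AR than in control medium (median SD 4.54 and 12.2 CPM), while those that rose varied more (23.1 and 15.2). The level of expression may account for this: on the log2 scale the ratio of the AR to the control SD was 1.00 for the genes that fell. Less variation between lines in AR medium stays open. With equal depth, the median log2 difference over all tested genes in AR over control medium was 0.775 between the urine-derived lines, 0.921 between the passages and 1.03 between the source cells. For the genes that fell, it was 0.474 in control and 0.345 in AR medium between the urine-derived lines. Between the passages it was 0.242 and 0.303, and between the source cells 0.871 and 0.783. Each rests on too few cultures to decide.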
